# MYCN promotes neuroblastoma malignancy by establishing a regulatory circuit with transcription factor AP4

**DOI:** 10.18632/oncotarget.10709

**Published:** 2016-07-19

**Authors:** Chengyuan Xue, Denise M.T. Yu, Samuele Gherardi, Jessica Koach, Giorgio Milazzo, Laura Gamble, Bing Liu, Emanuele Valli, Amanda J. Russell, Wendy B. London, Tao Liu, Belamy B. Cheung, Glenn M. Marshall, Giovanni Perini, Michelle Haber, Murray D. Norris

**Keywords:** neuroblastoma, cancer, MYCN oncogene, TFAP4, cell migration

## Abstract

Amplification of the *MYCN* oncogene, a member of the MYC family of transcriptional regulators, is one of the most powerful prognostic markers identified for poor outcome in neuroblastoma, the most common extracranial solid cancer in childhood. While MYCN has been established as a key driver of malignancy in neuroblastoma, the underlying molecular mechanisms are poorly understood. Transcription factor activating enhancer binding protein-4 (TFAP4) has been reported to be a direct transcriptional target of MYC. We show for the first time that high expression of *TFAP4* in primary neuroblastoma patients is associated with poor clinical outcome. siRNA-mediated suppression of *TFAP4* in MYCN-expressing neuroblastoma cells led to inhibition of cell proliferation and migration. Chromatin immunoprecipitation assay demonstrated that *TFAP4* expression is positively regulated by MYCN. Microarray analysis identified genes regulated by both MYCN and TFAP4 in neuroblastoma cells, including Phosphoribosyl-pyrophosphate synthetase-2 (PRPS2) and Syndecan-1 (SDC1), which are involved in cancer cell proliferation and metastasis. Overall this study suggests a regulatory circuit in which MYCN by elevating TFAP4 expression, cooperates with it to control a specific set of genes involved in tumor progression. These findings highlight the existence of a MYCN-TFAP4 axis in MYCN-driven neuroblastoma as well as identifying potential therapeutic targets for aggressive forms of this disease.

## INTRODUCTION

The *MYC* family of proto-oncogenes play important roles as transcriptional regulators in vital cellular functions [1]. The most well-characterised member of the family, MYC, is frequently deregulated in adult cancers [2, 3]. In neuroblastoma, the most common extracranial solid tumor of childhood accounting for approximately 15% of all childhood cancer related deaths, amplification of the *MYCN* oncogene in tumors represents one of the most powerful prognostic markers yet identified for this malignancy [4]. Although *MYCN* amplification and consequent overexpression has been established as a key driver of malignancy in *MYCN*-amplified high-risk neuroblastoma, the exact mechanisms by which MYCN contributes to the aggressive phenotype of neuroblastoma remain largely unknown [4]. Developing a greater understanding of some of the underlying mechanisms of MYCN-mediated neuroblastoma progression is important for identifying genes responsible for tumor progression as well as potential molecular therapeutic targets.

TFAP4 is a member of the basic helix-loop-helix transcription factors that recognize the E-box sequence CAGCTG in the promoters of target genes [5], and has been shown to be a direct transcription target of MYC [6]. Recently, there has been increasing evidence that TFAP4 plays important roles in human cancer development and progression and in particular, it has been found to be a direct inducer of epithelial–mesenchymal transition (EMT) that contributes to metastatic processes in colorectal cancer [7]. In addition, elevated TFAP4 expression significantly correlates with tumor progression and poor prognosis in a number of malignancies, including colorectal cancer [7, 8], gastric cancer [9] and non-small cell lung cancer [10]. Conversely, down-regulation of this transcription factor blocks proliferation of human gastric cancer cells [9] and inhibits metastasis of colorectal cancer cells in mice [7]. Therefore as a MYC transcriptional target, TFAP4 may play a critical role in cancer cells in concert with deregulated MYC, by coordinating the expression of specific genes that are essential for tumor progression. In this study, the relevance of TFAP4 in the context of MYCN-driven neuroblastoma was investigated.

## RESULTS

### *TFAP4* is directly regulated by MYCN

Since TFAP4 has been reported to be a direct transcriptional target of MYC in adult breast cancer cells [6], we investigated whether a similar relationship exists between TFAP4 and MYCN in neuroblastoma by performing expression analysis following knockdown of *MYCN* in *MYCN*-amplified neuroblastoma cell lines BE(2)-C, CHP-134 and IMR-32. We observed that TFAP4 protein levels were markedly downregulated following *MYCN* depletion (Figure 1A, Supplementary Figure S1A). Similar results were demonstrated in *MYCN*-inducible SH-EP/TET21/N human neuroblastoma cells following tetracycline treatment (Figure 1B, Supplementary Figure S1B). Additionally, increased MYCN expression was found to correlate with increased TFAP4 protein and RNA expression in SH-EP/S1 cells stably overexpressing *MYCN* compared to SH-EP/EV controls (Figure 1C, Supplementary Figure S1B).

**Figure 1:**
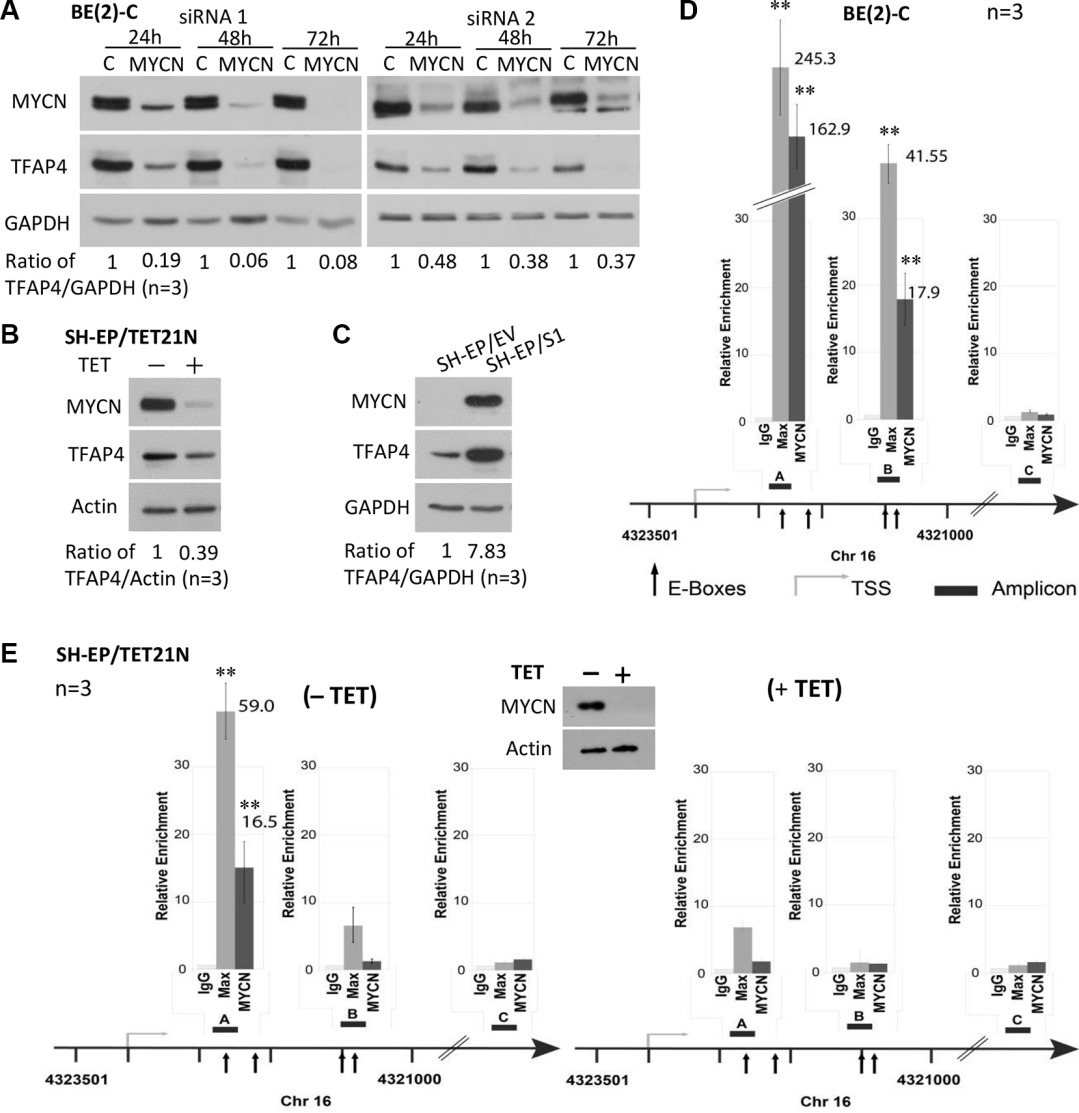
TFAP4 is regulated by MYCN in neuroblastoma cells Suppression of *MYCN* resulted in down-regulation of TFAP4 in BE(2)-C cells (**A**). TFAP4 expression levels paralleled MYCN expression in SH-EP/TET21/N cells (MYCN Tet-Off system, 24 hours) (**B**) and in neuroblastoma SH-EP/S1 cells constitutively expressing exogenous *MYCN* compared with SH-EP/EV controls (**C**). GAPDH or Actin served as protein loading controls on Western blot. Quantitative ChIP assays in BE(2)-C cells (**D**) and SH-EP/TET21/N cells expressing MYCN (E) or treated with tetracycline (TET) for 48 h (**E**) demonstrated that MYCN directly binds to two E-box sites (amp A and B) located in the first intron of the *TFAP4* gene, but not the control region (amp C). Western blot confirmed repression of MYCN expression with tetracycline treatment (E, inset). Mean ± SE (*n* = 3). amp, amplicon; TSS, transcription start site. **P < 0.01.

To assess whether MYCN is a direct transcriptional regulator of TFAP4, quantitative chromatin immunoprecipitation (qChIP) assays were performed in BE(2)-C and SH-EP/TET21/N cells. MYC has been reported to bind to three of four canonical E-boxes (CACGTG) in the first intron of *TFAP4* [6]. Using MYCN and Max antibodies, we confirmed that both MYCN and Max strongly bound to these E-box motifs (amp A+B), but not to a control region (amp C) located in intron 6 of *TFAP4* (Figure 1D–1E). Interestingly, differences in the relative ChIP enrichments observed between BE(2)-C and SH-EP/TET21/N cells reflect the intrinsic level of MYCN expressed in these cells which is markedly higher in BE(2)-C than SH-EP/TET21/N, even when the latter are induced to express MYCN. The fact that MYCN binding is consistently observed in both cell lines for E-box A but only in BE(2)-C for E-box B may be explained by the variability of fragmented DNA size used for the ChIP assays. Nevertheless, these observations are consistent with the accepted notion that MYC activity is exerted nearby the transcription start site, and that maximal binding of MYC to promoters occurs at the transcription start site and fades with distal E-box elements. Specificity of the MYCN binding to the E-box motifs was supported by a striking reduction of MYCN binding to DNA when MYCN expression was repressed (Figure 1E). Collectively, these data indicate that *TFAP4* is a direct transcriptional target of MYCN in neuroblastoma.

### TFAP4 promotes cell growth in neuroblastoma

We next investigated whether TFAP4 promotes cell growth in *MYCN*-amplified neuroblastoma. We observed that knockdown of *TFAP4* in both *MYCN*-amplified neuroblastoma BE(2)-C cells, and SH-EP/S1 neuroblastoma cells (stably overexpressing MYCN) resulted in a marked decrease in colony forming ability of these cells (Figure 2A), and cell cycle arrest at G1 and S phases (Figure 2B, Supplementary Figure S1C), while BE(2)-C cells also demonstrated a decrease in the cell population at G2/M phase. We next investigated potential alterations in cyclin-dependent kinase inhibitor levels and a marked upregulation of p27^Kip1^ (Cdkn1b) was observed in both cell lines (Figure 2C). These results show that suppression of *TFAP4* leads to an increase in cyclin-dependent kinase inhibitor levels, which may contribute to the reduced growth phenotype of neuroblastoma cells.

**Figure 2:**
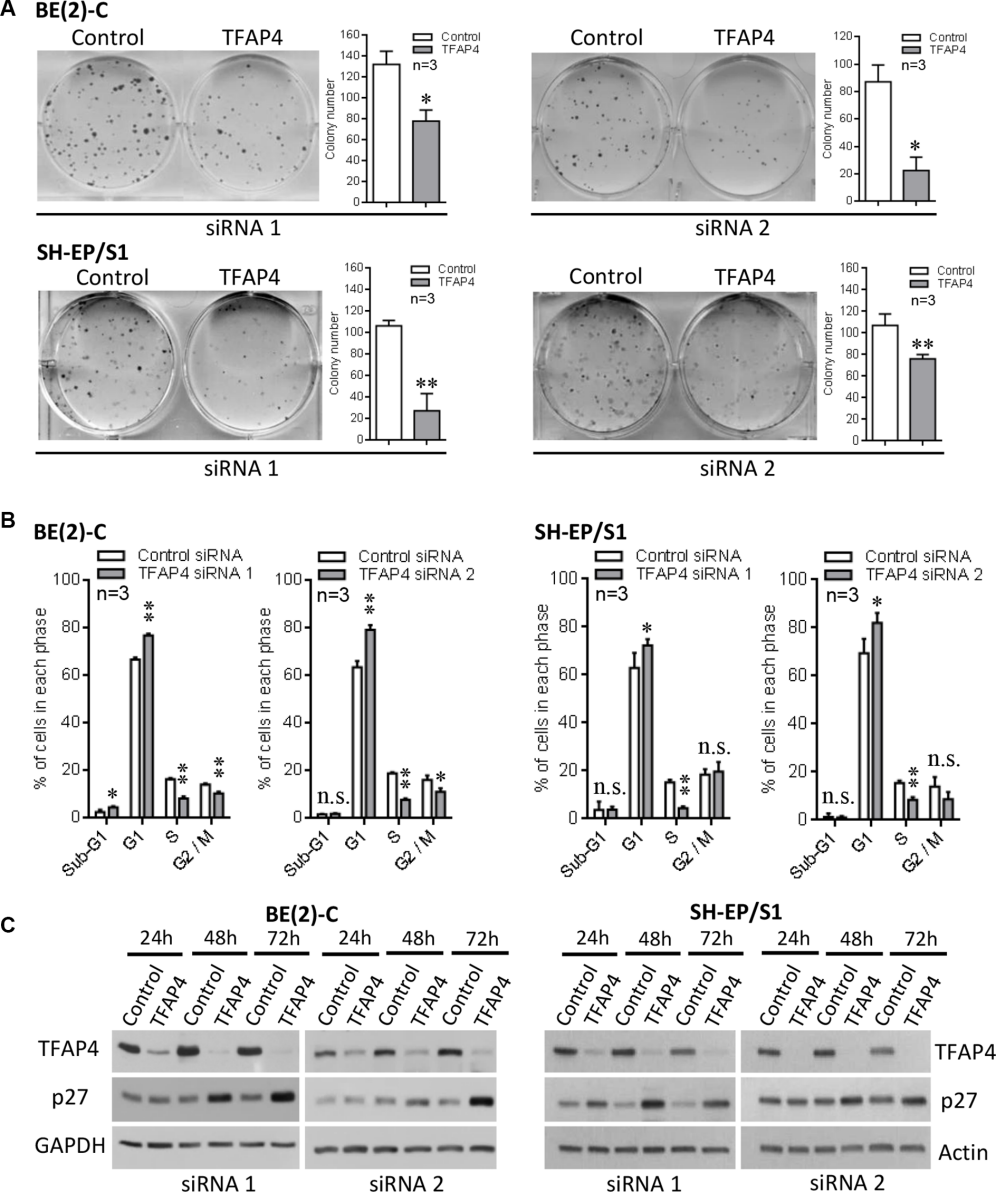
Inhibition of neuroblastoma cell growth following knockdown of *TFAP4* Knockdown of *TFAP4* reduced colony forming ability in *MYCN*-amplified BE(2)-C and *MYCN*-overexpressing SH-EP/S1 cells (**A**). Cell cycle analysis showed strong G1/S arrest 48 h after *TFAP4* depletion (**B**). Western blots showed increased p27 in *TFAP4*-depleted BE(2)-C and SH-EP/S1 (**C**). *P < 0.05, **P < 0.01, n.s.- not statistically significant.

### TFAP4 is required for cell migration in MYCN-overexpressing neuroblastoma cells

In addition to a growth inhibitory phenotype, we observed that *TFAP4* knockdown in BE(2)-C cells also led to reduced cell motility compared with control siRNA transfected cells, as measured by wound closure (Figure 3A) and transwell migration assays (Figure 3B). To confirm the role of TFAP4 in neuroblastoma cell migration, we next performed cell migration assays after transiently overexpressing *TFAP4* in *MYCN* non-amplified cell lines (SH-SY5Y and SK-N-FI), which express relatively low levels of both MYCN and TFAP4. In both SH-SY5Y and SK-N-FI, overexpression of *TFAP4* demonstrated enhanced migratory ability compared to empty vector-transfected controls (Figure 3C, Supplementary Figure S2A). To further evaluate the importance of TFAP4 in MYCN-driven neuroblastoma migration, SH-SY5Y neuroblastoma cells were transiently transfected initially with a *MYCN*-overexpressing construct, followed 24 hours later by *TFAP4* or control siRNA. While an increase in migration compared to controls was observed with *MYCN* overexpression, *TFAP4* depletion abrogated this effect, restoring migration to similar levels as control siRNA-treated cells (Figure 3D). Taken together, these data suggest that TFAP4 is required for the MYCN-driven neuroblastoma migration phenotype.

**Figure 3:**
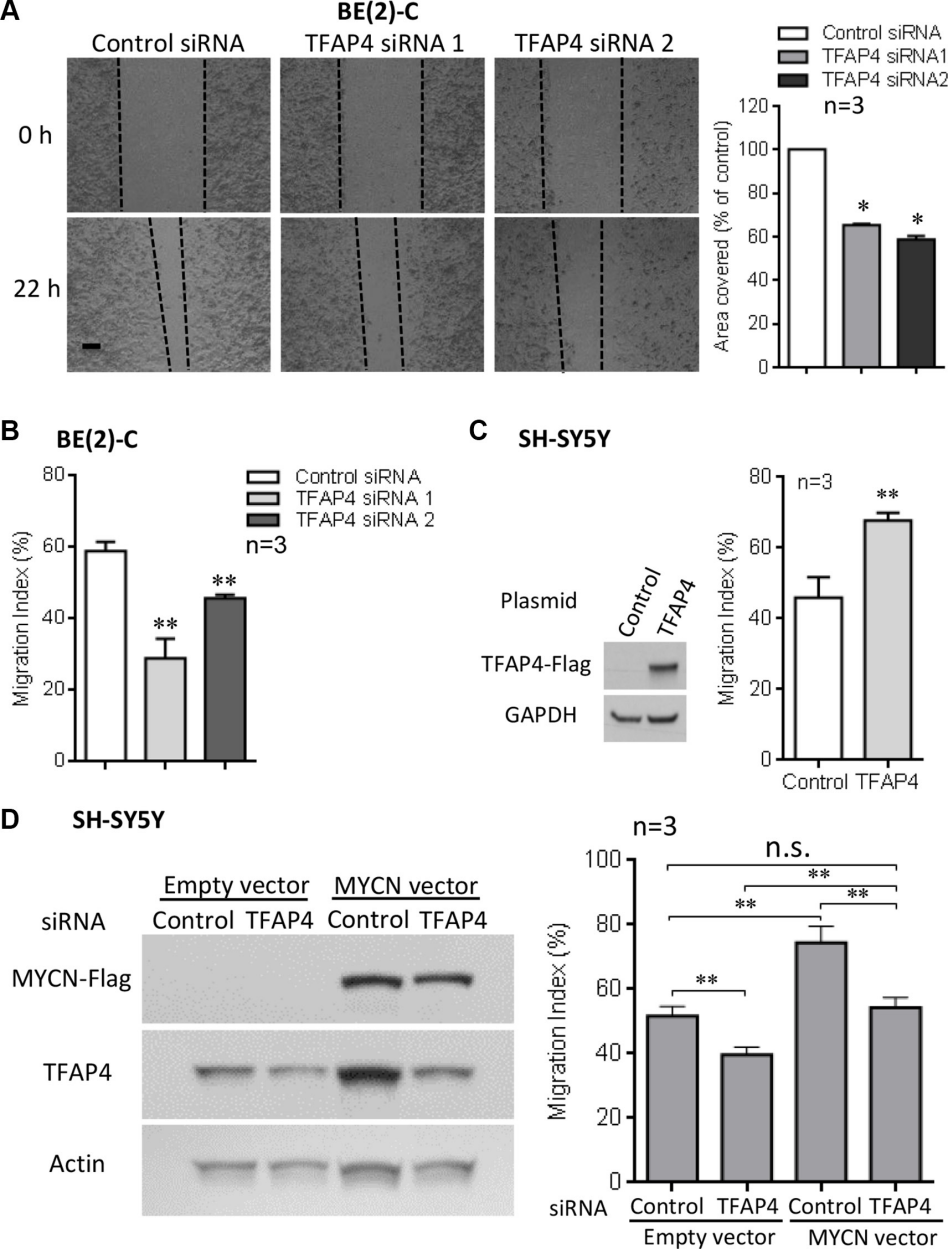
TFAP4 is required for neuroblastoma cell migration Suppression of *TFAP4* in BE(2)-C decreased cell motility in wound closure assays (**A**) (Scale bar 100μm). *TFAP4* suppression decreased transwell migration (**B**). Overexpression of *TFAP4* in *MYCN*-non-amplified SH-SY5Y cells increased migration (**C**). Transient overexpression of *MYCN* in SH-SY5Y cells increased migration, and depletion of *TFAP4* abrogated this effect (**D**). Western blots demonstrated successful transfection of *MYCN* plasmid, *TFAP4* plasmid or *TFAP4* siRNA (C, D). Mean ± SE (*n* = 3). *P < 0.05, **P < 0.01.

### *TFAP4* gene expression is associated with poor clinical outcome in primary neuroblastoma

To determine whether *TFAP4* has prognostic significance in primary neuroblastoma, we analysed *TFAP4* gene expression and its association with clinical outcome in an expression array dataset from a prospectively accrued primary neuroblastoma cohort of 649 patients (Oberthuer cohort) [11]. *TFAP4* expression was strongly associated with both poor event-free survival (EFS) and overall survival (OS) when samples were dichotomised using the upper decile as a cut point (Figure 4A). These results were validated in another cohort of 208 patient samples from Children's Oncology Group (COG) using qPCR-based methodology (Figure 4B). However, multivariate analysis, taking into account patient age, stage and *MYCN* status, showed that TFAP4 was not an independent prognostic marker (data not shown), suggesting its upregulation could be largely dependent on *MYCN* overexpression. Concordantly, *TFAP4* gene expression levels were significantly higher in *MYCN*-amplified tumors by comparison with non-*MYCN* amplified tumors (Figure 4C) and positively correlated with *MYCN* expression in both datasets (Supplementary Figure S2B).

**Figure 4:**
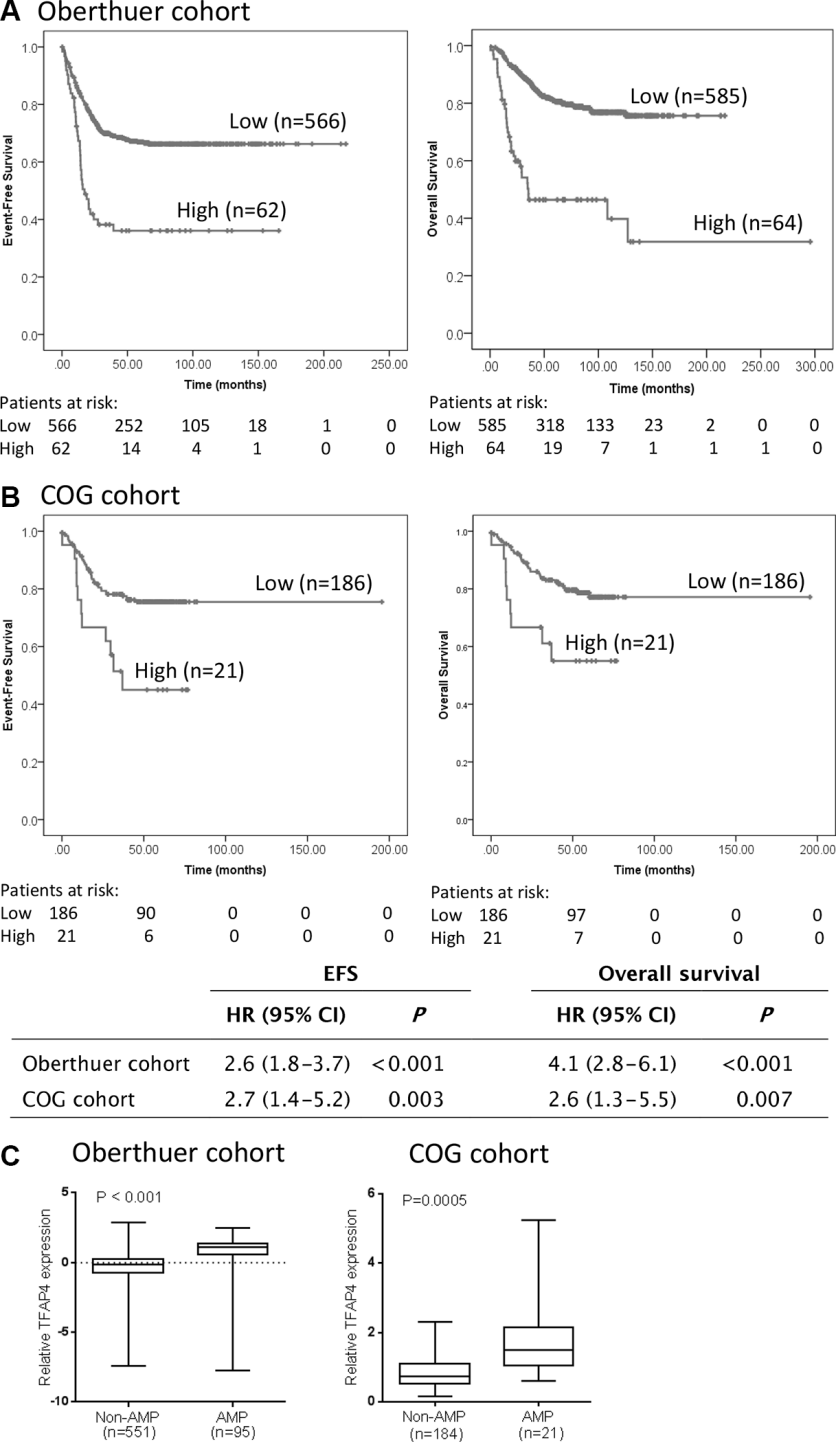
*TFAP4* gene expression is prognostic for poor outcome in primary neuroblastoma Kaplan–Meier curves for event-free survival (EFS) and overall survival (OS) from (**A**) Oberthuer cohort (*n* = 649) and (**B**) COG cohort (*n* = 208), dichotomized around the upper decile. (**C**) *TFAP4* expression levels were significantly higher in *MYCN*-amplified compared to non-*MYCN*-amplified tumors.

### Identification of genes regulated by MYCN through TFAP4

Both MYCN and TFAP4 are known to be involved in regulation of important cell biological processes such as proliferation and migration [7, 12]. Thus, in order to identify a subset of genes that may be responsible for mediating the effects of MYCN and TFAP4, we performed expression array analyses of differential gene expression in BE(2)-C 30 h post-transfection with either *MYCN* or *TFAP4* siRNA (GEO repository accession no. GSE74626). This relatively early timepoint was selected for gene expression analysis to identify direct target genes of both MYCN and TFAP4. 

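RNA from BE(2)-C cells, an established human neuroblastoma cell line with amplified MYCN, was hybridised to 6 Affymetrix Human Genome U133 Plus 2.0 arrays. Of these, 2 were labelled control siRNA (CX and TL), 2 MYCN siRNA and 2 TFAP4 siRNA, and the 2 arrays of a target were different siRNAs. MYCN, the amplified transcription factor, had its brightest probe set at log2 ratios of -0.33 in the array labelled MYCN siRNA 1 and 0.07 in the array labelled MYCN siRNA 2, relative to the control array (mean -0.13, standard error 0.17, adjusted p = 0.755 from limma). The same probe set was at 0.11 and -0.32 in the arrays labelled TFAP4 siRNA 1 and 2. Whether this probe set was saturated could not be decided. The 3 next brightest MYCN probe sets were dim, with mean changes from -0.58 to 0.04 after MYCN siRNA. This transcript signal therefore checks the label of neither MYCN siRNA array, and both labels were used as given. RT-qPCR of cells 48 h after transfection (Figure 5A) shows lower MYCN. TFAP4 was measured by a single dim probe set, at log2 ratios of -0.56 and -0.27 in the arrays labelled TFAP4 siRNA 1 and 2 (mean -0.41, standard error 0.20, adjusted p = 1) and -0.10 and -0.60 in those labelled MYCN siRNA 1 and 2 (adjusted p = 0.433). MAX, the dimerisation partner of MYCN, had mean changes of -0.53 (standard error 0.20) after MYCN siRNA and -0.04 (standard error 0.16) after TFAP4 siRNA, and CDKN1B, which encodes the cyclin-dependent kinase inhibitor p27, of 0.00 and 0.02.
The authors deposited a linear intensity for each of 54675 probe sets. The submitters' notes name MAS5, without a version or scaling target, and the methods name R and Bioconductor. The intensities fell into 2 sets with different distributions, which no single scale factor relates. The lowest and highest values were 1.03 and 8398 in control CX and 5.56 and 34940 in control TL. The median was 3.61 in control CX, 3.68 and 3.51 in TFAP4 siRNA 1 and 2 and 3.52 in MYCN siRNA 1, but 47.4 in both control TL and MYCN siRNA 2. The 3' to 5' ratio of the GAPDH control probe sets, a measure of RNA integrity and labelling, was 1.41 to 1.43 in the first 4 arrays and 1.07 and 1.06 in the other 2. Each siRNA array was therefore compared on the log2 scale with the control array of its own set, a choice made after the values were seen. MYCN siRNA 1 and both TFAP4 siRNAs thus share control CX, and the TFAP4 comparison rests on this 1 control array. The size of a log2 ratio may depend on the set, so a difference between MYCN siRNA 1 and 2 cannot be assigned to the siRNA alone. A gene was represented by its probe set with the highest mean, which gave 19775 genes. The 12701 genes above the median of all probe sets entered the limma tests. The fit for MYCN siRNA used all arrays, so its standard errors and p-values include the spread between the TFAP4 siRNAs. The 2 arrays of a target come from cells transfected with different siRNAs; beyond that, no source used here says whether the transfections or the 2 control arrays were separate experiments, so the p-values measure only the spread between these arrays, and their number limits the precision.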

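In the arrays labelled MYCN siRNA, 63 of 19775 genes (0.319%) had a signal at least 2-fold lower than the control array in both. TAF4B, a subunit of the general transcription factor TFIID, had the lowest mean log2 change of these, -3.05 (standard error 0.37, adjusted p = 0.173). E2F5, a transcription factor of the E2F family, was at -3.73 with siRNA 1 and -1.69 with siRNA 2, and POLR3G, a subunit of RNA polymerase III, at -1.48 and -2.78. The metallothioneins MT1X and MT2A, small metal-binding proteins, had mean changes of -2.15 (standard error 0.28) and -2.07 (standard error 0.30). SDC1, which encodes the cell surface proteoglycan syndecan-1, was the single gene that was also at least 2-fold lower in both arrays labelled TFAP4 siRNA. Its log2 ratios were -1.61 and -1.93 with MYCN siRNA 1 and 2 and -1.35 and -1.43 with TFAP4 siRNA 1 and 2. PRPS2, an enzyme that supplies phosphoribosyl pyrophosphate for purine and pyrimidine synthesis, was at -1.30 and -0.93 with the MYCN siRNAs and at -2.10 and -1.16 with the TFAP4 siRNAs. SLC7A6, an amino acid transporter, was at -2.44 and -1.20 and at -0.74 and -1.80. When a gene was counted if any of its probe sets passed in both arrays, 85 genes were lower after MYCN siRNA and 3, PRPS2, SDC1 and SLC7A6, were lower after both.
Simulated groups without any change gave 5.03 lower genes on average and 11 at most with the moderated spread of each gene, and 48.4 lower and higher genes together when spreads were drawn at random. The overlap of 1 gene compares with 0.0605 genes for independent lists (Fisher's exact test, two-sided, p = 0.0589) and with 0.77 genes on average, and 3 at most, in 100 simulations of unchanged groups against the shared control arrays. With any probe set counted, the 3 shared genes compare with 0.116 for independent lists (Fisher's exact test, two-sided, p = 2.08e-04), which takes no account of the shared control array. Left to a single pair of arrays, the count of lower genes was 517 without control CX, 520 without MYCN siRNA 1, 293 without control TL and 296 without MYCN siRNA 2. The shared gene count was 2 without MYCN siRNA 1, 3 without MYCN siRNA 2 or control TL, 4 without TFAP4 siRNA 1 and 7 without TFAP4 siRNA 2.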

Using a two-fold cut-off, the results showed that *MYCN* depletion resulted in downregulation of 98 genes out of a total of 20066 genes (0.49%), and three of these genes (3.06%), *PRPS2*, *SDC1* and *SLC7A6,* were also downregulated with *TFAP4* depletion (Supplementary Figure S2C), indicating that these genes were positively regulated by both MYCN and TFAP4. 

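Signals at least 2-fold higher in both arrays labelled MYCN siRNA were found for 98 genes (0.496%). FZD5, a receptor for Wnt ligands, had the highest mean log2 change of these, 2.97 (standard error 0.29, adjusted p = 0.173). HTR2B, a serotonin receptor, was at 2.37 (standard error 0.23, adjusted p = 0.173), and TP53INP1, a stress protein induced by p53, was at 1.66 with siRNA 1 and 2.90 with siRNA 2. Of the 98 genes, 9 were also at least 2-fold higher in both arrays labelled TFAP4 siRNA, namely CSGALNACT2, CYLD, DENND5B, FMR1, LCORL, MIGA1 (named FAM73A in Table 1), OIP5-AS1, SSU72 and THAP9-AS1 (LOC100499177). CYLD, a deubiquitinase that inhibits NF-kappa-B, was at 1.91 and 1.07 with the MYCN siRNAs and at 1.25 and 1.32 with the TFAP4 siRNAs. FMR1, a translational repressor, was at 1.30 and 1.26 and at 1.68 and 1.10. CSGALNACT2, an enzyme of chondroitin sulfate elongation, was at 1.71 and 1.28 and at 1.55 and 1.40. MFSD6, a solute transporter, reached 2-fold in 3 of the 4 arrays and was at 0.95 with TFAP4 siRNA 1. C19orf12 lay between 0.46 and 1.09. COPS8, a subunit of the COP9 signalosome, lay between 0.03 and 0.22 on its brightest probe set, and 1 of its 6 probe sets was at least 2-fold higher in all 4 arrays. Counting any probe set gave 120 genes higher after MYCN siRNA and 14 higher after both, which were the 12 genes of Table 1 together with CPEB3 and SEC11C, named after their values were seen.
Simulated groups without any change gave 5.73 higher genes on average and 12 at most with the moderated spread of each gene, and 48.4 lower and higher genes together when spreads were drawn at random. Independent lists would share 0.154 genes (Fisher's exact test, two-sided, p = 2.28e-14), and unchanged groups simulated against the shared control arrays shared 0.99 on average and 4 at most. MYCN siRNA 2 against control TL and the TFAP4 siRNAs against control CX, which have no array in common, shared 16 genes. The 98 became 512 without control CX, 511 without MYCN siRNA 1, 188 without control TL and 185 without MYCN siRNA 2, and the 9 became 16 without any of MYCN siRNA 1, MYCN siRNA 2, TFAP4 siRNA 1 or control TL.

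**Figure D1:**
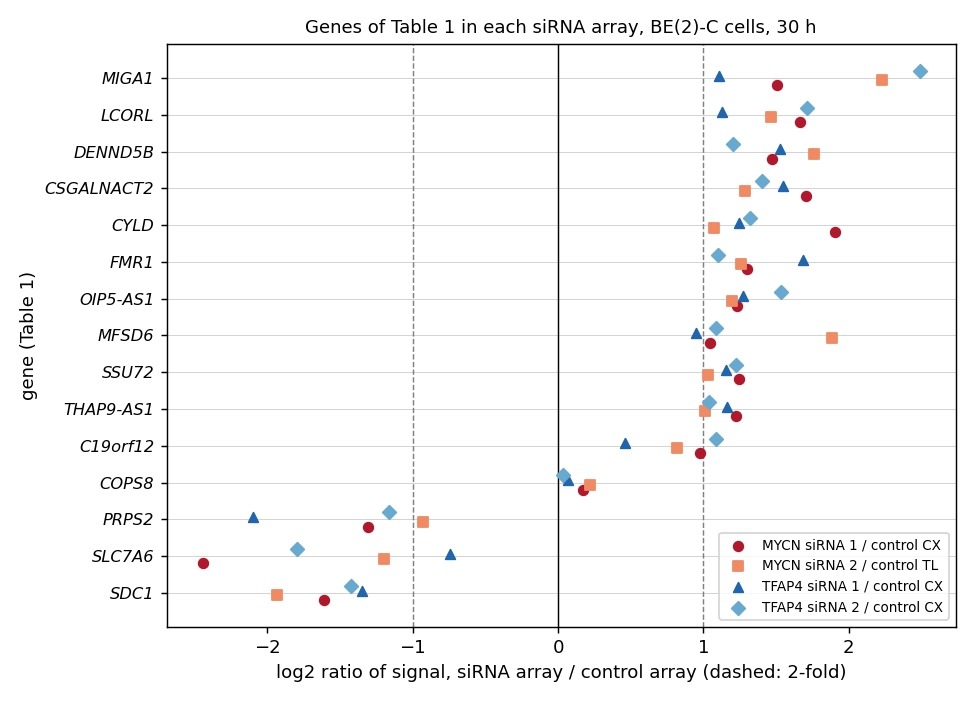
Log2 ratios of signal (siRNA array over the control array of its set, horizontal axis) for the 15 genes of Table 1 (vertical axis), with 1 point per siRNA array and dashed lines at 2-fold. SDC1 lies between -1.93 and -1.35, 9 genes lie above 1 in all 4 arrays, and COPS8 lies between 0.03 and 0.22.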

*MYCN* depletion also resulted in upregulation of 127 genes (0.63%), with 12 of these genes (9.45%) also upregulated following *TFAP4* depletion, indicating that these genes were negatively regulated by the two transcription factors. The number of genes identified using a two-fold cut-off following *MYCN* siRNA-mediated inhibition 30 h post-transfection, was similar to that found in a previous study in neuroblastoma using this time point [13]. In addition, no genes were found to be both upregulated by *MYCN* depletion and downregulated by *TFAP4* depletion, or vice versa (Supplementary Figure S2C), which meant that TFAP4 and MYCN did not regulate gene expression in opposing directions.

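Genes that MYC proteins activate, many of them acting in ribosome assembly and nucleolar function, were lower as a group in the arrays labelled MYCN siRNA. Of 50 measured, 45 were lower in both arrays, with a median log2 change of -0.77 (-0.37 with siRNA 1 and -1.01 with siRNA 2; camera adjusted p = 1.72e-17, and adjusted p = 0.804 with an estimated correlation). The correlation was estimated from too few arrays for any list to be likely to pass, the smallest adjusted p over all lists being 0.737. The values with it thus decide nothing, and the others assume a correlation of 0.01. HK2, the hexokinase that starts glycolysis, was at -1.13 and -2.06, and NOP16, a nucleolar protein, at -0.94 and -1.88. Of 21 genes of nucleotide synthesis, 19 were lower in both arrays, with a median of -0.61 (adjusted p = 4.19e-09, and 0.804 with an estimated correlation). PFAS, an enzyme of purine synthesis, was at -0.80 and -1.49. Of 31 genes of the G1/S transition and DNA replication, 29 were lower in both arrays, with a median of -0.42 (adjusted p = 2.68e-08, and 0.804 with an estimated correlation), among them E2F2, at -1.64 and -0.78, and the replication helicase subunit MCM3, at -1.51 and -0.56. Mitotic genes had a median of 0.04 with siRNA 1 and -0.51 with siRNA 2 (adjusted p = 3.44e-03, and 0.841 with an estimated correlation). Of 30 cytosolic ribosomal protein genes listed, 20 were measured. All 20 were lower in both arrays, by a median of -0.12 (adjusted p = 9.32e-05, and 0.841 with an estimated correlation), as were 19 of them after quantile normalization and 16 after median centring. RPL11 was at -0.31 (standard error 0.09) and RPS6 at -0.25 (standard error 0.07).
Sympathoadrenal and neuronal markers were higher, 17 of 25 in both arrays and 2 lower in both, with a median of 0.24 (adjusted p = 2.63e-03, and 0.809 with an estimated correlation). RET, a receptor tyrosine kinase, was at 1.00 and 1.26, and DBH, the enzyme that makes noradrenaline, at 0.63 and 2.14. Markers of mesenchymal (substrate-adherent) neuroblastoma and Schwann cells had a median of 0.24 too, with 7 of 12 higher in both arrays (adjusted p = 0.0243, and 0.804 with an estimated correlation). LGALS1, which encodes galectin-1, was at 1.05 and 1.42, and S100B, a calcium-binding protein of Schwann cells, at 0.35 and 1.44. The 6 measured inhibitors of cyclin-dependent kinases did not pass as a group (adjusted p = 0.113), with CDKN1A, which encodes p21, at 0.76 and 1.96 and CDKN2D at 0.77 and 1.02.
No single gene passed the limma test at an adjusted p under 0.05 among the 12701 tested after MYCN siRNA. The smallest adjusted p was 0.173 and 2030 genes had an unadjusted p under 0.05. The t-test that the methods name for molecular and cellular assays, made here within the 2 sets of arrays, gave 929 such genes. After Benjamini-Hochberg adjustment it gave 0. Adjusted over the list alone, 29 MYC target genes, 6 genes of nucleotide synthesis and 0 of G1/S were lower, 0 mitotic and 0 ribosomal protein genes passed, 4 sympathoadrenal markers were higher and 1 lower, and 1 mesenchymal marker and 3 kinase inhibitors were higher.

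**Figure D2:**
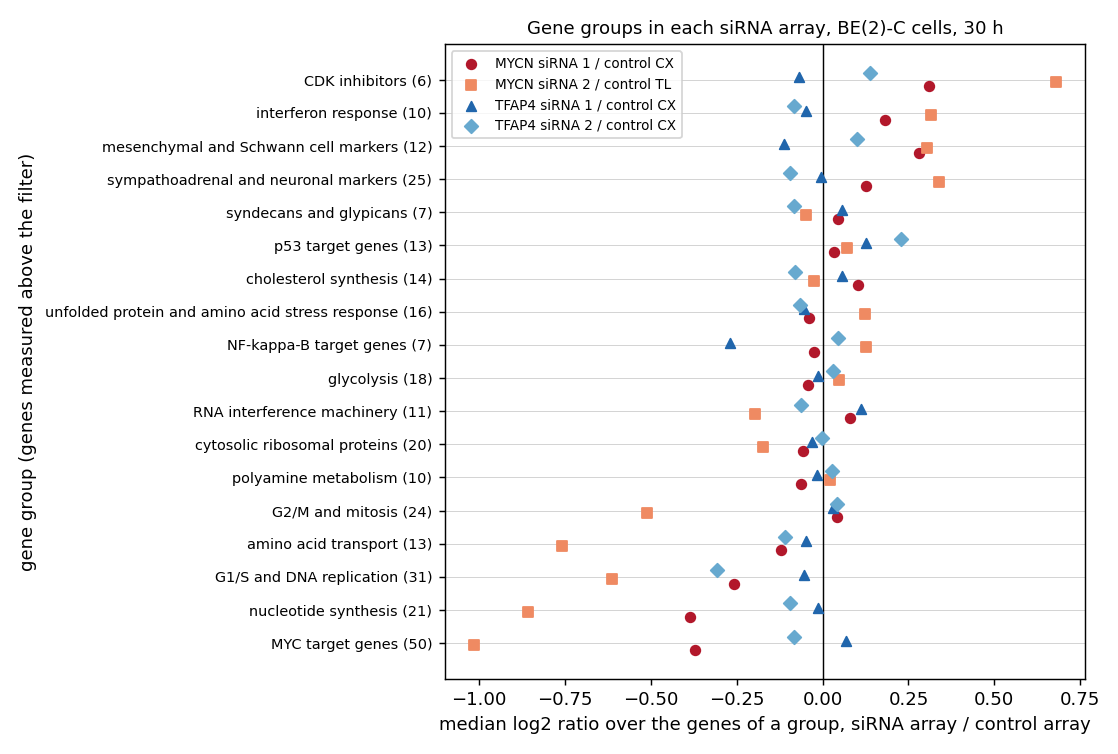
Median log2 ratio of signal (siRNA array over the control array of its set, horizontal axis) over the genes of each group (vertical axis, with the number of genes in brackets), with 1 point per siRNA array. The MYC target genes lie at -0.37 and -1.01 in the arrays labelled MYCN siRNA and at 0.07 and -0.08 in those labelled TFAP4 siRNA.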

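No gene was at least 2-fold lower in both arrays of one target and at least 2-fold higher in both arrays of the other. Some genes that met the rule for MYCN siRNA alone had ratios of the other sign with TFAP4 siRNA. POLR3G was at 0.93 and 0.97 with TFAP4 siRNA 1 and 2. SLC16A9, a transporter of monocarboxylates, was at -1.83 and -2.45 with the MYCN siRNAs and at 1.03 and 0.13 with the TFAP4 siRNAs, and GUCA1A, a calcium-binding activator of guanylate cyclase, was at 1.72 and 2.19 and at -0.72 and -0.86. In a direct test of TFAP4 against MYCN siRNA, with the 4 ratios to the control of the set, 0 of 12701 genes had an adjusted p under 0.05 from limma, 1633 had an unadjusted p under 0.05 and the smallest adjusted p was 0.303. The methods' t-test gave 994 genes at an unadjusted p under 0.05 and 0 after adjustment. Both tests took the ratios as independent, although MYCN siRNA 1 and both TFAP4 siRNAs share control CX, so these p-values are approximate.
Independent lists would hold 0.0988 genes lower after MYCN and higher after TFAP4 siRNA and 0.0942 the other way, so a count of 0 is also the chance value, and it was 0 in every simulation of unchanged groups. Single arrays moved it. It was 3 (CHST11, SLC18A1 and TGFB1I1) without TFAP4 siRNA 1, 5 (ARHGEF40, EGR1, PEAR1, SLC16A9 and WBP1L) without TFAP4 siRNA 2 and 1 (RD3) without MYCN siRNA 2 or control TL, genes that were named after their values were seen. From the genes changed in the same direction the paper proposes that MYCN regulates them through TFAP4 or that both factors regulate them. For PRPS2 and SDC1 it also draws on protein, ChIP and reporter assays, which these arrays do not address. From the absence of genes changed in opposite directions it concludes that the 2 factors do not oppose each other.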

To confirm differential expression of these genes (Table 1), qPCR was performed on *MYCN*- and *TFAP4*-depleted BE(2)-C cells except for the uncharacterized gene *LOC100499177* (due to unavailability of TaqMan^®^ assay). Loss of *MYCN* correlated with decreased expression of *TFAP4* as well as the three positively regulated genes *PRPS2*, *SDC1* and *SLC7A6,* and increased expression of the negatively regulated genes *CYLD* (*Cylindromatosis*), *MFSD6*, *FMR1*, *CSGALNACT2*, *DENND5B*, *SSU72*, *LCORL*, *FAM73A* and *C19orf12* at 48 h post-transfection (Table 1). Expression of *OIP5-AS1* was slightly increased after *MYCN* depletion but not statistically significant, and expression of *COPS8* was unchanged (Figure 5A). For *TFAP4* depletion, the qPCR data for every single gene tested was consistent with the microarray findings (Figure 5B). Thus, 12 out of the 15 differentially regulated genes identified in the expression array analyses were verified by qPCR.

**Table 1:** Genes showing two-fold differential expression 30 hours after depletion of *MYCN* or *TFAP4* by siRNA knockdown in BE(2)-C neuroblastoma cells

Gene symbol	Function
Genes downregulated by *MYCN* & *TFAP4* siRNA	
*PRPS2*	Synthesis of purines and pyrimidines
*SDC1*	Cell proliferation, migration and cell-matrix interactions
*SLC7A6*	Amino acid transport
Genes upregulated by *MYCN* and *TFAP4* siRNA	
*CYLD*	Deubiquitination, inhibition of NF-kappa-B and HDAC6
*MFSD6*	Transmembrane transport of small solutes
*FMR1*	Translational repression
*CSGALNACT2*	Elongation during chondroitin sulfate synthesis
*DENND5B*	Promotes the exchange of GDP to GTP
*SSU72*	Dephosphorylation of RNA polymerase II C-terminal domain
*LCORL*	Spermatogenesis, association with adult height
*FAM73A*	Uncharacterized, likely responsible for obesity
*C19orf12*	Uncharacterized, mutation found in neurodegeneration
*OIP5-AS1*	Antisense RNA to *OIP5* gene
*COPS8*	positive regulation of E3 ubiquitin ligases
*LOC100499177*(uncharacterized gene)	Uncharacterized

**Figure 5:**
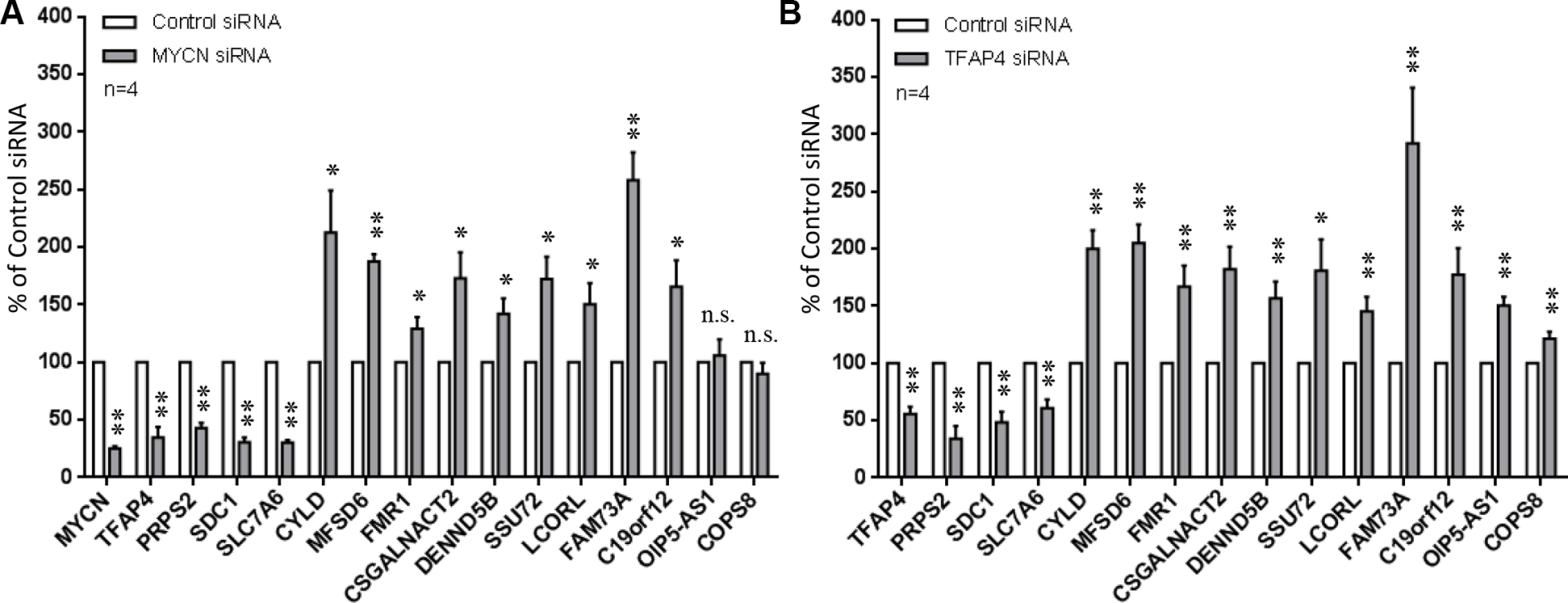
Confirmation of differentially expressed genes from microarray Gene expression was measured by qPCR 48 h after depletion of *MYCN* (**A**) or *TFAP4* (**B**) in BE(2)-C cells. Mean ± S.E. (four independent transfections with two siRNAs to either *MYCN* or *TFAP4)*. *P < 0.05, **P < 0.01.

### *PRPS2* and *SDC1* are directly regulated by MYCN and TFAP4

It has been demonstrated in the literature that both MYCN and TFAP4 are effective at both activation and repression of target genes [7, 14]. Although most of our identified candidate genes were repressed by MYCN and TFAP4 we decided to focus on the positively regulated genes for essentially two reasons. Firstly, MYCN negative regulation of target genes is not well defined and occurs either through interaction with other accessory transcription factors or through secondary mechanisms, as we have described [15]. Secondly, and more importantly, our interest is directed towards the identification of genes whose inhibition makes them potentially valuable targets for development of new anticancer therapies. We therefore chose to first examine the roles of *PRPS2* and *SDC1* that have been associated with rapid tumor progression and metastasis in certain types of human cancers other than neuroblastoma [16–18]. At the protein level, suppression of *MYCN* resulted in dramatic decreases in expression of SDC1 and PRPS2 in neuroblastoma BE(2)-C and SH-EP/TET21/N cells (Figure 6A–6B). Consistently, knockdown of *TFAP4* by siRNA corresponded with decreased SDC1 and PRPS2 expression (Figure 6C–6D).

**Figure 6:**
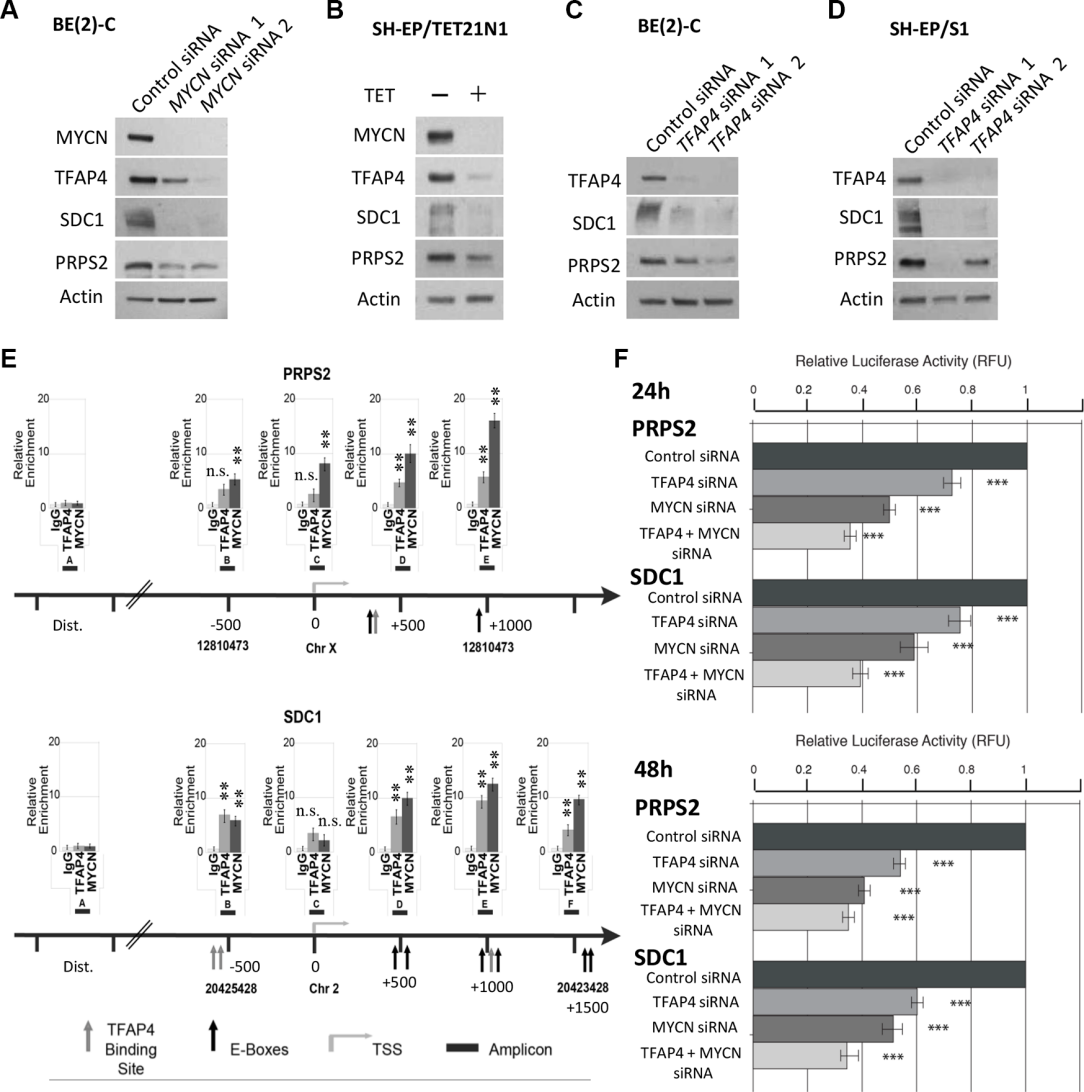
PRPS2 and SDC1 are direct transcriptional targets of MYCN and TFAP4 in neuroblastoma (**A**–**D**) Western blots of PRPS2 and SDC1 expression in BE(2)-C and SH-EP/S1 48 h after suppression of *MYCN* or *TFAP4* or 72 h after suppression of *MYCN* expression in SH-EP/TET21/N cells (*n* ≥ 2). (**E**) Quantitative ChIP assays on BE(2)-C cells. Fold enrichment is relative to the preimmune serum. Mean ± S.E. (*n* = 5) in which each region was amplified by qPCR in triplicate. Bent arrow: transcriptional start site (TSS); Dist. (Distal region); grey arrow: TFAP4 binding site; black arrow: E-box (MYCN binding site); black boxes: amplicons indicated with a capital letter. The chromosome and coordinates (bp) are provided. (**F**) Luciferase activity was determined following transfection of reporter constructs into BE(2)-C transfected with *TFAP4* and/or *MYCN* siRNA, or control siRNA. ***P < 0.001.

Examination of the promoter regions of PRPS2 and SDC1 revealed a number of MYCN and TFAP4 binding sites in close vicinity to one another (Figure 6E), however no interaction between MYCN and TFAP4 was detected by co-immunoprecipitation (data not shown), suggesting that *PRPS2* and *SDC1* may be cooperatively regulated by both MYCN and TFAP4. Subsequent ChIP assays in BE(2)-C confirmed that both MYCN and TFAP4 bound to the promoters of *PRPS2* and *SDC1* in the vicinity of their respective E-box binding motifs (CACGTG for MYCN and CAGCTG for TFAP4), but not the control regions (Figure 6E). Luciferase reporter assays also showed that activity for both *PRPS2* and *SDC1* was significantly decreased with *TFAP4* or *MYCN* depletion, and further decreased with their combined depletion (Figure 6F). Taken together, these data indicate that both *PRPS2* and *SDC1* are co-operatively regulated by both MYCN and TFAP4 in neuroblastoma cells.

### PRPS2 and SDC1 are effectors of MYCN-mediated neuroblastoma progression

Knockdown of *PRPS2* or *SDC1* led to a marked decrease in colony forming ability of BE(2)-C cells (Figure 7A–7B). Since SDC1 has been reported to mediate tumor growth and migration [19], we further investigated its role in the migration of BE(2)-C cells. We observed that suppression of *SDC1* significantly decreased transwell migration of these cells, while repression of *PRPS2* showed no effect on migration (Figure 7C–7D). Finally, we analyzed *PRPS2* and *SDC1* expression and their association with clinical outcome in the 649 neuroblastoma expression array dataset. Kaplan–Meier survival analysis showed that high levels of either *PRPS2* or *SDC1* expression were strongly associated with poor EFS and OS (Supplementary Figure S3A–S3B), suggesting that both these genes may play important roles in MYCN-driven neuroblastoma cell proliferation and tumor progression. The prognostic significance of these two genes was also retained when the analysis was confined to the subset of *MYCN*-amplified tumours (Supplementary Figure S3C) further suggesting a contribution to the MYCN-driven malignant phenotype. In addition, in the same dataset, we found that high levels of expression of *SLC7A6*, another gene positively regulated by MYCN and TFAP4, were significantly associated with poor EFS and OS, but high levels of expression of *CYLD,* a gene repressed by MYCN and TFAP4, were associated with good EFS and OS (Supplementary Figure S4A–S4B).

**Figure 7:**
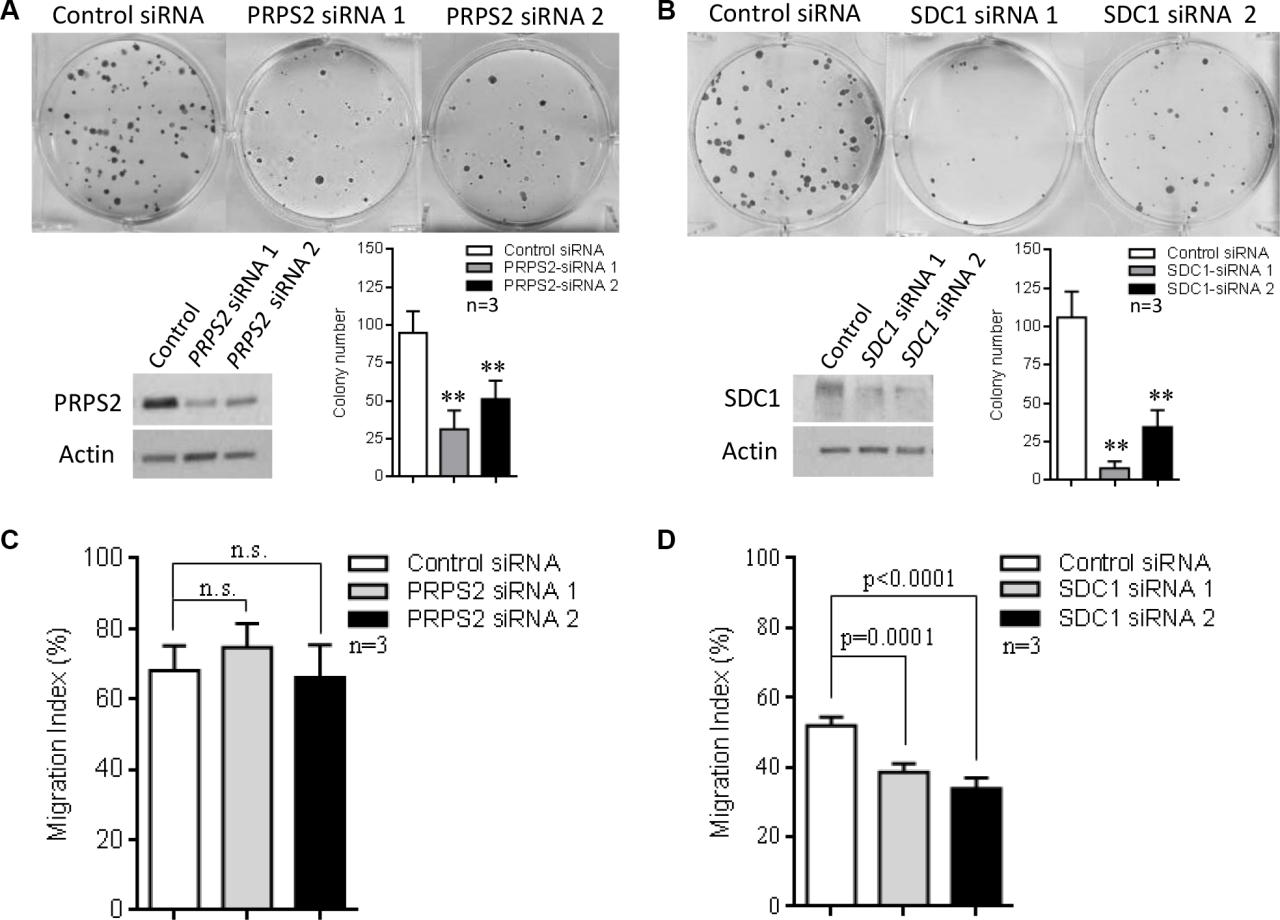
The role of PRPS2 and SDC1 in neuroblastoma progression (**A**–**B**) Suppression of *PRPS2* or *SDC1* resulted in reduction of colony forming ability in BE(2)-C cells. (**C**–**D**) *SDC1* suppression significantly decreased migration, while *PRPS2* suppression showed no significant effect. Mean ± SD (*n* = 3), **P < 0.01.

### The role of TFAP4 in the regulation of EMT in neuroblastoma

TFAP4 has been shown to be a mediator of epithelial–mesenchymal transition (EMT) in colorectal cancer [7]. To investigate the role of this transcription factor in inducing an EMT phenotype in *MYCN*-amplified neuroblastoma, we investigated a panel of eleven critical EMT-associated genes, including *ACTN4*, *KRT8*, *MYH9*, *ROCK1*, *TCF3*, *VIM* (*Vimentin*), *ZEB1*, *TWIST* (*TWIST1*), *SNAIL* (*SNAI1*), *CDH1* (*E-cadherin*) and *CDH2* (*N-cadherin*). Initially, we referred to our gene expression profiling data on BE(2)-C cells 30 h after depletion of *TFAP4* with two different siRNAs to explore whether there was a significant change of expression of these genes. We found only subtle differential expression of these genes, with no single gene's expression change being greater than 1.5-fold following siRNA-mediated *TFAP4* knockdown. 

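ZEB1, a transcriptional repressor of E-cadherin, had the largest mean change of the panel, a log2 change of -1.01 (SD 1.02), which is 2.02-fold. It was at -1.73 with TFAP4 siRNA 1 and at -0.29 with TFAP4 siRNA 2, and was above 1.5-fold in the first alone. KRT8, which encodes an epithelial keratin, was at -0.73 and -0.43, and the actin crosslinker ACTN4 at -0.70 and -0.19. The non-muscle myosin gene MYH9 was at 0.56 and 0.35, TWIST1 at -0.28 and -0.22 and CDH2, which encodes N-cadherin, at 0.17 and 0.23. The kinase gene ROCK1 went to 0.49 with siRNA 1 and -0.61 with siRNA 2, and VIM, which encodes vimentin, to -0.39 and 0.13. TCF3 was at -0.12 and 0.10. SNAI1 and CDH1 were too dim to enter the test and lay between -0.17 and 0.11. Of the 11 genes, 1 passed 1.5-fold on average and 0 in both arrays.
Of the 9 genes tested, 0 passed at an adjusted p under 0.05 over all genes or adjusted over the list alone, where the smallest adjusted p was 0.383, and 301 of all 12701 genes had an unadjusted p under 0.05. As a group the panel did not pass (camera adjusted p = 0.457). The largest fold depended on siRNA 1: without it, ROCK1 was the furthest from the control, at -0.61.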

Following this, we performed transient overexpression of *TFAP4* in two neuroblastoma cell lines, SH-SY5Y and SK-N-FI which have relatively low levels of endogenous TFAP4. Overexpression of *TFAP4* was confirmed by Western blot (data not shown) and RNA expression of the EMT-associated genes was measured by qPCR at 24 and 48 hours post transfection (Supplementary Figure S5). We found that *CDH1* was significantly upregulated by overexpression of *TFAP4* at 24 and 48 hours in both SH-SY5Y and SK-N-FI cell lines. *SNAIL* was significantly upregulated at 24 h in SH-SY5Y cells but not in SK-N-FI cells, although a trend of increasing expression was observed in SK-N-FI cells. *KRT8* and *ZEB1* expression were reduced at 24 h in response to elevated TFAP4 levels in SH-SY5Y cells. *KRT8* expression was also lower at 24 h in SK-N-FI cells but not statistically significant. The remaining genes displayed no significant change in the presence of overexpressed *TFAP4*.

## DISCUSSION

In this study, we have demonstrated that *TFAP4* is a direct transcriptional target of MYCN in neuroblastoma and that high levels of this transcription factor are associated with poor clinical outcome in this disease. Furthermore, TFAP4 and MYCN co-operatively regulate a defined subset of genes to drive cell proliferation and migration in MYCN-driven neuroblastoma cells.

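The TFAP4 gene, through which or together with which MYCN is said to regulate the 15 genes, had its signal lower by less than 2-fold in both arrays labelled MYCN siRNA. The same held in both arrays labelled TFAP4 siRNA, at log2 ratios of -0.56 and -0.27. This single dim probe set therefore cannot show how far TFAP4 fell after either knockdown. SDC1 had a mean log2 change of -1.77 (standard error 0.17) after MYCN siRNA and -1.39 (standard error 0.15) after TFAP4 siRNA, PRPS2 of -1.12 (standard error 0.35) and -1.63 (standard error 0.55), and SLC7A6 of -1.82 (standard error 0.46) and -1.27 (standard error 0.61). Among the higher genes, DENND5B, an exchange factor for Rab GTPases, had means of 1.61 and 1.36, the phosphatase gene SSU72 of 1.14 and 1.19, LCORL of 1.56 and 1.42, MIGA1, a mitochondrial protein, of 1.87 and 1.80, and the long noncoding RNAs OIP5-AS1 and THAP9-AS1 of 1.22 and 1.40 and of 1.12 and 1.10. The difference between the 2 knockdowns had adjusted p values from 0.488 to 0.981 over the 15 genes. These do not show equal changes, since the genes were chosen for changing alike and the test did not allow for the shared control CX.
Adjusted over the list alone, all 3 lower genes and 11 of the 12 higher genes passed after MYCN siRNA, and 1 (SDC1) and 7 passed after TFAP4 siRNA. Over all genes none passed, with adjusted p values of 0.173 or more after MYCN siRNA and of 1 after TFAP4 siRNA. The study chose these 15 genes on the same arrays, so these counts are not independent evidence of their direction. Both probe sets of SDC1 and of MIGA1 were at least 2-fold changed in all 4 arrays, against 1 of 2 for PRPS2, 1 of 3 for SLC7A6, 2 of 7 for CYLD and 1 of 4 for SSU72.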

The present study identified 15 genes with more than two-fold changes in gene expression profiling that appear to be regulated by MYCN through TFAP4 or commonly regulated by both transcription factors. Notably, TFAP4 did not regulate any genes in an antagonistic direction to MYCN in this subset of genes, suggesting that these two transcription factors cooperatively regulate specific target genes that play critical roles in the development of the aggressive phenotype of neuroblastoma. This notion was supported by the observation that MYCN and TFAP4 were able to bind to their respective binding sites closely located on the promoters of the two target genes, *PRPS2* and *SDC1* (CD138); while simultaneous depletion of *MYCN* and *TFAP4* resulted in further reduction of promoter activity of both these genes. 

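Over all genes tested, the 15 genes of Table 1 included, the changes after the 2 knockdowns ran only weakly together. Across these 12701 genes, which are not independent replicates, the mean log2 changes after MYCN siRNA and after TFAP4 siRNA had a Pearson correlation of 0.184 and a Spearman correlation of 0.157. The lowest pair of single arrays was MYCN siRNA 2 with TFAP4 siRNA 1, which share no control array, at 0.013. The highest was MYCN siRNA 1 with TFAP4 siRNA 2, which share control CX, at 0.267. The 2 MYCN siRNAs, with no control array in common, correlated at 0.509. The 2 TFAP4 siRNAs, both over control CX, correlated at 0.301. This value cannot be set beside 0.509, since a shared control alone makes ratios correlate. With the TFAP4 siRNAs, E2F2 was at -0.49 and -0.57, CDKN2D at 0.76 and 1.00 and RET at 0.42 and 0.40, each on the same side as with the MYCN siRNAs. DBH, at -0.43 and -0.78, was on the other side, and HK2, at 0.28 and -0.07, near 0.
Unchanged groups simulated with the shared control array correlated at 0.409 (lowest 0.383) with a covariance of 0.0276 (lowest 0.0256). The observed correlation and the observed covariance of 0.0244 lay below even the lowest of these. The simulated groups thus shared more than the arrays did, so they cannot show what part of the correlation the shared array alone gives. With MYCN siRNA 2 against control TL, so that no array was shared, the correlation was 0.106 and the covariance 0.0182, against 0.000216 simulated. Without TFAP4 siRNA 2 the correlation was 0.0663.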

PRPS2, a key rate-limiting enzyme within the nucleotide biosynthesis pathway, has been previously reported to be a MYC target gene [16]. In cancer cells, PRPS2 has been reported to be involved in nucleotide metabolism in melanoma and lymphoma and hence is proposed to be a potential therapeutic target for MYC-overexpressing cancers [16, 17]. SDC1, a transmembrane (type I) heparan sulfate proteoglycan is involved in growth factor signalling, cell proliferation, migration and cell-matrix interactions via its receptor for extracellular matrix proteins [20]. Ishikawa *et al,* (2010) reported that suppression of SDC1 leads to more invasive and metastatic tumor cells [21]. The molecule can exist in either a membrane-bound or soluble form, and the former cell-surface SDC1 has been shown to have roles in tumor formation and progression [22], while shed SDC1 correlates with a more aggressive phenotype and may be a potential prognostic marker for a number of adult cancers including colorectal cancer, lung cancer and multiple myeloma [18].

*SLC7A6*, the only other gene found to be positively regulated by both MYCN and TFAP4, is a sodium dependent neutral amino acid transporter belonging to the L-type amino acid transporter (LAT) family, and increased expression of some LAT family members has been shown to be critical for control of protein translation in cancer via the mTORC1 pathway [23]. Our findings that high levels of expression of *PRPS2*, *SDC1* and also *SLC7A6* are associated with poor clinical outcome in neuroblastoma, and that PRPS2 and SDC1 are important in proliferation, suggest that these genes may facilitate tumor progression in MYC- and MYCN-driven cancers.

TFAP4 has been shown to repress or activate different target genes, and it is not able to form heterodimers with other helix-loop-helix transcription factors [5]. In our study, we found that TFAP4 was involved more often in repression (9.45%) than activation (3.06%) of MYCN target genes. Similarly, ChIP-sequencing analysis in colorectal cancer cells showed that ChIP signals from TFAP4-repressed genes were more pronounced than those of TFAP4-activated genes [7]. These data suggest that TFAP4 has a major role in gene repression in tumors with deregulated MYC. 

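Of the genes at least 2-fold higher in both arrays labelled MYCN siRNA, 9.18% were also 2-fold higher in both arrays labelled TFAP4 siRNA (95% exact confidence interval 4.29 to 16.7%), CYLD, FMR1 and LCORL among them. Of the genes 2-fold lower, 1.59% were also lower after TFAP4 siRNA (95% exact confidence interval 0.0402 to 8.53%), which is SDC1 alone. The shares differed by 7.60 percentage points (Fisher's exact test, two-sided, p = 0.0900), and the intervals cover counting error only. Seen from TFAP4, 29.0% of the higher and 5.26% of the lower genes were shared (Fisher's exact test, two-sided, p = 0.0674).
The result depended on the setting. The difference was 2.89 points with the mean of a gene's probe sets (Fisher's exact test, two-sided, p = 0.639) and 4.71 points with the mean of the 2 arrays (Fisher's exact test, two-sided, p = 0.0535). It passed the threshold when any probe set of a gene counted, at 11.7% against 3.53% (Fisher's exact test, two-sided, p = 0.0417), and after quantile normalization, at 9.43 points (Fisher's exact test, two-sided, p = 0.0271). With MYCN siRNA 2 against control TL and TFAP4 siRNA against control CX it was 2.74 points (Fisher's exact test, two-sided, p = 6.21e-04), and without control TL or MYCN siRNA 2 it was 7.49 and 7.64 points (Fisher's exact test, two-sided, p = 5.31e-05 and 4.18e-05). Without TFAP4 siRNA 2 it was 1.39 points (Fisher's exact test, two-sided, p = 1).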

One of the nine genes we confirmed to be repressed by both MYCN and TFAP4, *CYLD,* a deubiquitinating enzyme that negatively regulates NF-κB activation [24], is a well-established tumor suppressor gene, and loss of *CYLD* expression has been observed in various human cancer types [25]. Our findings that high *CYLD* levels are predictive for good prognosis in neuroblastoma (Supplementary Figure S4) are in agreement with a recent report showing that higher *CYLD* expression in neuroblastoma patient samples correlated with better survival and early tumor stages, and *CYLD* expression was significantly lower in *MYCN*-amplified tumors [26]. In addition to *CYLD*, knockdown of *DENND5A* in MDCKII cells was reported to lead to an increase in cell migration [27], while *SSU72* was shown to be downregulated in the progression to hormone-refractory prostate cancer [28]. In gastric cancer cells, COPS8 has been reported to be part of G protein-coupled receptor pathway responsible for inhibiting the activation of NF-κB [29]. In contrast to these results however, overexpression of *FMR1*, which encodes fragile X mental retardation protein, has been associated with aggressiveness of breast cancer while its inhibition led to a reduction in invasiveness [30]. Interestingly, some of the highest levels of FMR1 are found in differentiated neurons and Gessert *et al*, [31] have shown that this RNA binding protein is necessary for proper neural crest development (the cell of origin of neuroblastoma) in *Xenopus laevis*. Thus, it remains to be established what role FMR1 has in neuroblastoma tumorigenesis. The remaining genes found to be negatively regulated by MYCN and TFAP4, appear to be largely uncharacterised in cancer and their functions in neuroblastoma require investigation.

In colorectal cancer, TFAP4 was found to be required for MYC-induced EMT, migration, and invasion providing strong evidence for this transcription factor being a new regulator of EMT contributing directly to colorectal cancer metastasis [7]. Although MYC can bind to the promoter of *SNAIL,* a transcription factor known to induce EMT [32], induction of *SNAIL* by MYC is largely mediated via upregulation of TFAP4 [7]. In addition, these authors found that SNAIL is also a target of TFAP4. Interestingly, in melanoma cells, SNAIL has been shown to inhibit expression of CYLD, which in turn leads to increased melanoma proliferation and invasion [33]. Taken together with our study, TFAP4 appears to be initially upregulated by MYC or MYCN, after which it cooperatively regulates the same target genes to maximize rapid transcriptional activity in cancer cells. In this regard, a genome-wide analysis of TFAP4 DNA binding using ChIP-sequencing revealed a similar overall gene distribution pattern for TFAP4- and MYC-binding sites in colorectal cancer [7], suggesting that TFAP4 could be involved in regulation of a large number of genes targeted by MYC in this malignancy, and further supporting the concept of TFAP4 and MYC cooperatively regulating a number of genes in MYC-driven cancers.

In MYC–induced EMT in colorectal cancer, TFAP4 has been shown to regulate a number of EMT-associated genes such as *CDH1*, *CDH2*, *VIM* and *SNAIL*. TFAP4 transcriptionally induces *SNAIL*, and both TFAP4 and SNAIL repress *CDH1*. In addition, TFAP4 protein is associated with Vimentin expression and inversely correlated with E-cadherin expression in seven colorectal cancer cell lines [7]. Consistent with this study, we found upregulation of *SNAIL* as well as downregulation of *KRT8* by elevated expression of TFAP4 in SH-SY5Y cells (Supplementary Figure S5). However, *CDH1* was also upregulated in SH-SY5Y cells as well as in SK-N-FI cells, which is not in agreement with the general finding that *CDH1* is repressed in EMT. As an early event in EMT, cells commonly undergo a switch from E-cadherin to N-cadherin, and N-cadherin expression has been associated with increased motility and invasiveness [34]. In our study, *CDH2* remained unchanged following overexpression of *TFAP4*. In addition, we observed no change in expression of *TWIST*, a well-established EMT-inducing gene that promotes tumor invasion and metastasis [35]. Furthermore, we saw reduced expression of *ZEB1*, another master EMT-inducing gene, which is generally activated in EMT [36]. Importantly, we found no change in gene expression of *Vimentin*, a hallmark in cells undergoing EMT (high Vimentin and low E-cadherin expression) [37]. A number of other genes involved in EMT in neuroblastoma, such as *ACTN4*, *MYH9*, *ROCK1* and *TCF3* [38, 39], failed to show any significant changes in our studies. Finally, we did not observe obvious cell morphological changes 72 hours after transient overexpression of *TFAP4*.

Collectively, the present data do not suggest TFAP4 has a major role in the EMT phenotype of neuroblastoma. We showed TFAP4 promotes cell migration in neuroblastoma cell lines BE(2)-C, SH-SY5Y and SK-N-FI (Figure 3, Supplementary Figure S2A) and we believe this is, at least partly, achieved through activation of TFAP4 target genes such as *SDC1*. However, since transient expression of TFAP4 caused upregulation of *SNAIL* and downregulation of *KRT8* in SH-SY5Y cells, and a trend in reduction of *CDH1* at 48 hours compared to 24 hours (still higher than control) in both SH-SY5Y and SK-N-FI cells (Supplementary Figure S5), it could be possible that the effect of TFAP4 on EMT happens at much later timepoints, and this remains to be explored.

MYC is a “master regulator” of two interrelated processes in transformed cells, cellular growth and metabolism, and remodelling of cancer metabolic pathways by MYC is vital for maintenance of a rapid cellular proliferation phenotype in MYC-transformed cells [40, 41]. To our knowledge, this is the first study to investigate the role of TFAP4 in MYCN-driven neuroblastoma. Our data support the existence of a regulatory circuit between MYCN and TFAP4, where TFAP4 is directly induced by MYCN, then cooperates with MYCN to regulate a subset of MYCN-target genes involved in cancer cell proliferation and metastasis, nucleotide and protein synthesis and growth. In particular, we have identified *PRPS2* and *SDC1* as genes that are positively regulated by both MYCN and TFAP4, and which represent novel candidate therapeutic targets for MYCN-driven neuroblastoma.

## MATERIALS AND METHODS

### Gene silencing, transfection, cellular assays

Human neuroblastoma cell lines BE(2)-C and SH-EP were obtained from the laboratory of Barbara Spengler [42]. Human SH-EP/TET21/N cells, derived from SH-EP neuroblastoma cells, express MYCN under the control of tetracycline (Tet-off) [43, 44]. SH-EP/S1 cells were derived from SH-EP cells by stable transfection with *MYCN*-expression vector. Neuroblastoma cell lines IMR-32, SH-SY5Y, SK-N-FI and CHP-134 were obtained from American Type Culture Collection (Rockville, MD). Cell lines were systematically validated using short tandem repeat genetic profiling (CellBank Australia, Sydney) and mycoplasma tested. Cell lines were cultured in DMEM or RPMI containing 10% fetal calf serum (FCS).

Lipofectamine^®^ RNAiMAX and Lipofectamine 2000 (Invitrogen) were used to deliver siRNA (20–40 nM) or plasmids (5 μg *AP4*-*FLAG* (OriGene, MD), MYCN (#240081, Agilent Technologies) or empty vector). Qiagen siRNAs were: Control (#SI03650318); *MYCN* (#SI03078222,#SI03087518); *TFAP4* (#SI00049322, #SI03057558); *SDC1* (#SI00020601, #SI03072230), *PRPS2* (#SI00042903, #SI03076997). SMARTpool human *MYCN* siRNA was from Dharmacon (#M-003913-01).

Colony forming assays were performed as described [45], with cells replated 48 h post-transfection and colonies of greater than 50 cells counted. For cell cycle analysis, cells at 48 h or 72 h post-transfection were fixed with ice-cold 70% ethanol for 1 h before incubation at 37°C (30 min) in PBS with added propidium iodide (50 μg/mL) and RNase A (2 μg/mL). Stained cells were analyzed for DNA content on a FACSCalibur flow cytometer using CELLQuest analysis software (BD Biosciences).

Wound closure assays and transwell migration assays were performed as published [46, 47].

### Western blot

Western blots were performed according to standard procedures [48] using 25 μg of whole-cell extract. Syndecan-1 (SDC1) protein samples were prepared by scraping cells in lysis buffer. Antibodies used were MYCN (B8.4B, #sc-53993, 1:2000, or C-19, #sc-791, 1:500, Santa Cruz) [49], p27^kip1^ (BD Biosciences #610241, 1:2000) [50], TFAP4 (Abcam #ab58288, 1:2000), FLAG (anti-Flag-M2, Agilent Technologies #200471, 1:2000), SDC1 (D4Y7H, Cell Signaling #12922S, 1:1000), PRPS2 (Abnova #H00005634-A01, 1:1000) [16], GAPDH (G-9, Santa Cruz #sc-365062, 1:3000), Actin (Sigma-Aldrich #A2066, 1:5000).

### Microarray analysis

Neuroblastoma BE(2)-C cells were transfected with scrambled control siRNA or two independent siRNAs for *MYCN* and *TFAP4*. 30 h post-transfection, total RNA was extracted with RNeasy Plus Mini kit (Qiagen). Differential gene expression was examined with GeneChip^®^ Human Genome U133 Plus 2.0 Array (Affymetrix). Results were loaded into R package and analysed with BioConductor software.

### Real-time quantitative PCR and Taqman Low Density Array (TLDA) analyses

RNA was extracted using an RNA Extraction kit (Qiagen) and reverse transcribed with MMLV reverse transcriptase (Life Technologies). Gene expression was determined by quantitative PCR (qPCR) using the ABI7900HT sequence detection systems (Applied Biosystems, ThermoFisher Scientific) for TaqMan^®^ Assays, or CFX96 real-time PCR detection system (Bio-Rad) for SYBR^®^ Green assays. The ΔΔCt method was used to compare expression of target genes normalized to the expression of reference genes (*GUSB*, *HPRT* or *actin*).

Gene expression analyses were performed on 208 primary neuroblastoma tumors (COG cohort) from patients enrolled in Children's Oncology Group (COG) Neuroblastoma Biology Study 9047 [46]. qPCR with TaqMan^®^ gene expression assays were conducted on a TLDA platform using a 7900HT Fast Real-Time PCR system (Applied Biosystems, ThermoFisher Scientific). TLDA cards were loaded with 125ng cDNA (RNA equivalent) per loading port. Gene expression levels were determined using the ΔΔCt method relative to a calibrator [48]. Expression values were calculated as the geometric mean of values normalized to control genes *HPRT*, *GUSB* and *PPIA.*

TaqMan^®^ Assays for qPCR were: *TFAP4* (Hs00231478_m1), *MYCN* (Hs00232074_m1); *SDC1* (Hs00896423_m1); *PRPS2* (Hs00267624_m1); *SLC7A6* (Hs00938056_m1); *CYLD* (Hs00211000_m1); *MFSD6* (Hs00214462_m1); *FMR1* (Hs00924547_m1); *C SGALNACT2* (Hs00603821_m1); *DENND5B* (Hs00958915_m1); *SSU72* (Hs00982637_m1); *LCORL* (Hs00766084_m1); *FAM73A* (Hs01594834_m1), *C19orf12* (Hs01107514_m1); *OIP5-AS1* (Hs01587688_g1); *COPS8* (Hs00991301_g1); *HPRT* (Hs02800695_m1); *GUSB* (Hs00939627_m1); *PPIA* (Hs99999904_m1). qPCR assays for *TFAP4* expression using SYBR^®^ Green were performed using published primers [6]. qPCR assays for EMT-associated genes using SYBR^®^ Green were performed using primers listed in Supplementary Table S2.

### Chromatin immunoprecipitation (ChIP) and luciferase assays

ChIP assays were performed as described [43] on neuroblastoma BE(2)-C and SH-EP/TET21/N cells. Antibodies employed for ChIP assays were: MYCN (#sc-53993, Santa Cruz Biotechnology) [49], MAX (#sc-197, Santa Cruz) [51] and TFAP4 (#HPA001912, Sigma-Aldrich) [7]. Primers for quantitative ChIP are listed in Supplementary Table S1. Luciferase assays were performed as published [43].

### Statistical analysis

For molecular and cellular assays, differences between two groups were analyzed by two-tailed Student's *t*-test. *P* < 0.05 was considered statistically significant. Associations between expression levels of a given gene and clinical characteristics of patients were analyzed using Fisher's exact test. Univariate and multivariate analyses for event-free survival (EFS) and overall survival (OS) were performed using SPSS version 22 (IBM, Mainz, Germany) as described [46]. For each cutoff point, a Cox model produced a *P*-value and hazard ratio and the optimal expression cutoff point was determined as described previously [52]. Pearson correlation test was performed to analyze the correlation between expression of *TFAP4* and *MYCN*.

## SUPPLEMENTARY MATERIALS

## Abbreviations

ChIP: chromatin immunoprecipitation
COG: Children's Oncology Group
CYLD: cylindromatosis
EFS: event-free survival
EMT: epithelial-mesenchymal transition
OS: overall survival
PRPS2: phosphoribosyl-pyrophosphate synthetase 2
SDC1: syndecan-1
TFAP4: transcription factor activating enhancer binding protein-4.

# Supplementary material for: MYCN promotes neuroblastoma malignancy by establishing a regulatory circuit with transcription factor AP4
**Source:** Oncotarget. 2016 Jul 19;7(34):54937–51. doi: 10.18632/oncotarget.10709
**Supplement:** Supplementary file 1

## MYCN promotes neuroblastoma malignancy by establishing a regulatory circuit with transcription factor AP4

### Supplementary Materials

**Supplementary Table S1: Primers used for quantitative ChIP**

|                 |                         |
|-----------------|-------------------------|
| SDC1 -1000 For  | AAGAGGAACACTGGACACTTC   |
| SDC1 -1000 Rev  | GGCAGGCAGGAGAGATGG      |
| SDC1 -500 For   | TGAAGAGAGAGGGCGTTG      |
| SDC1 -500 Rev   | CCACAAAGTGCTGGAGAC      |
| SDC1 -TSS For   | GGAGGAGCGGGAGCCAAG      |
| SDC1 -TSS Rev   | GCCCTTCCTTAGCCGTTGC     |
| SDC1 +500 For   | CCGAGACCAGGGCTCCAG      |
| SDC1 +500 Rev   | GGGCTCCGACAGATGTGG      |
| SDC1 +1000 For  | GCTCGGCTTTGTGCTGAAG     |
| SDC1 +1000 Rev  | CGCTGAAGGTGGATGCTG      |
| SDC1 +1500 For  | AGTCTGCCGCCCGAGTTC      |
| SDC1 +1500 Rev  | CGAGACACCGCCACTTCC      |
| SDC1 Dist for   | GGGGCCGAATCAGTGTGTAA    |
| SDC1 Dist rev   | CCGGGGTGATCTACCAAAGG    |
| PRPS2 -1000 For | CTTGTTTGTGCCCTGAAGTTGG  |
| PRPS2 -1000 Rev | CCTTCTGCCTGTTGGGTGCTC   |
| PRPS2 -500 For  | AAGGCGGTGTCTGCTATCATC   |
| PRPS2 -500 Rev  | GTGTGGGCGACTGGTGTTT     |
| PRPS2 -TSS For  | CTTCGGGCTTCAGGACCAC     |
| PRPS2 -TSS Rev  | GCGGCGGCTAGATGTAGG      |
| PRPS2 +500 For  | ACAGACCGTCGGGGAGAGAG    |
| PRPS2 +500 Rev  | GGACCAGCCAACCCAGGAC     |
| PRPS2 +1000 For | GCTTCCCTGGCTTCTCCTG     |
| PRPS2 +1000 Rev | ACACAGCAGAGTCCTAGAACAAG |
| PRPS2 Dist for  | AGCCCTCTTCAACTGCTCAC    |
| PRPS2 Dist rev  | ATAGTGGAGCCAAGCAGCTC    |

**Supplementary Table S2: Sequence of primers used in qPCR analysis of EMT-associated genes**

|          | Forward                   | Reverse                 |
|----------|---------------------------|-------------------------|
| MYH9     | TCTATGCCATCACAGACACCG     | CTTGCCAGCTCCAGATTCAC    |
| ACTN4    | CTACCATGCCTTTTCAGGAGC     | AGGTGCTCGTTCTCTTG GTTG  |
| VIMENTIN | TCTGGCACGTCTTGACCTTG      | TCCTGGATTTCCTCTTCGTGG   |
| TWIST1   | TTCTCGGTCTGGAGGATGGA      | AATGACATCTAGGTCTCCGGC   |
| TCF3     | CTCGGTCATCCTGAACTGG       | TCTCCAACCACACCTGACAC    |
| GUSB     | TGGTGCGTAGGGACAAGAAC      | CCAAGGATTTGGTGTGAGCG    |
| ROCK1    | GAAATGGAGCAGAAGTGCAG      | CTCCTTCTCAATCTGAGACACTG |
| KRT8     | AGACAAGGTACGGTTCCTGGAG    | ATGTTGCTTCGAGCCGTCTT    |
| ZEB1     | CCAGCCAAATGGAAATCAGGATG   | GCATTTTCTTTTGGGCGGTG    |
| SNAIL    | ACTATGCCGCGCTCTTTCCT      | GCTGCTGGAAGGTAAACTCTGG  |
| CDH1     | CGTCCTGGGCAGAGTGAATTT     | ACCATCTGTGCCCACTTTGA    |
| CDH2     | TCCAGACCCCAATTCAATTAATTAC | AAAATCACCATTAAGCCGAGTGA |

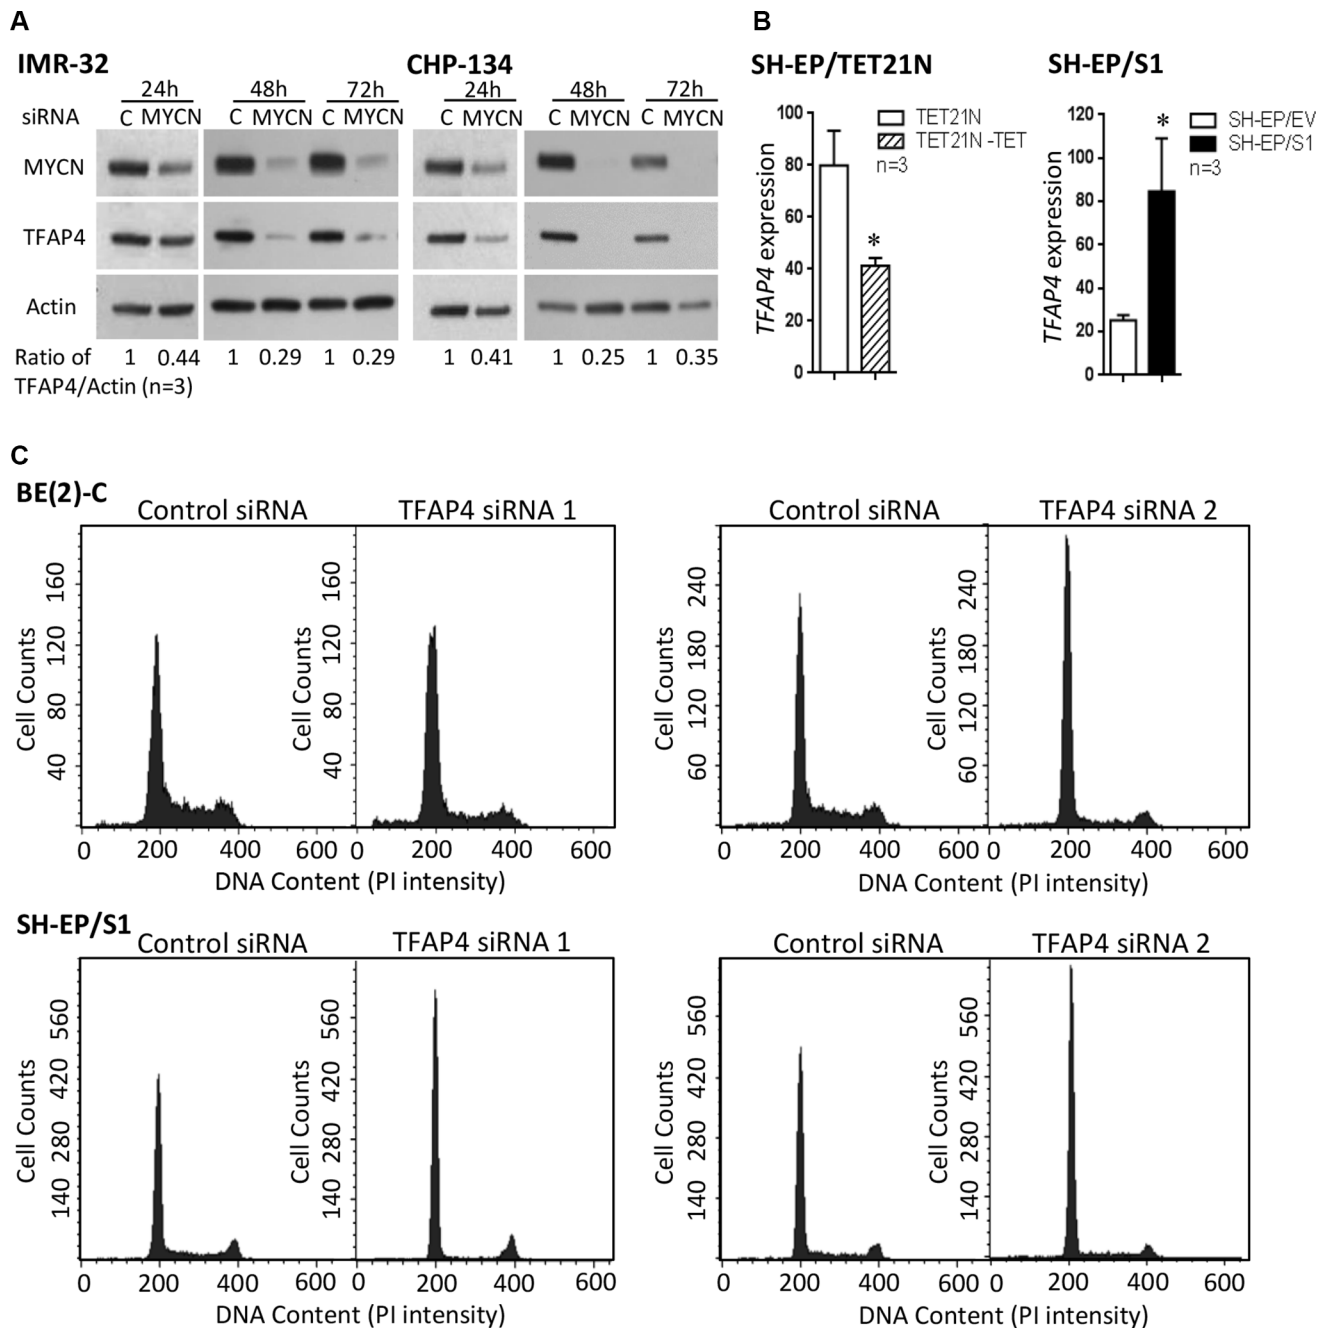

**Supplementary Figure S1: (A) Western blots showing TFAP4 expression is downregulated after knockdown of MYCN with siRNA in MYCN-amplified neuroblastoma IMR-32 and CHP-134 cells. (B) qPCR analysis of *TFAP4* gene expression in SH-EP/TET21/N cells 24 hours after TET treatment and SH-EP/S1 cells, respectively. \* $P < 0.05$ . (C) Representative flow cytometry histograms. *TFAP4* depletion leads to cell cycle arrest at G1/S phase 48 hours post siRNA transfection in BE(2)-C and SH-EP/S1 cells.**

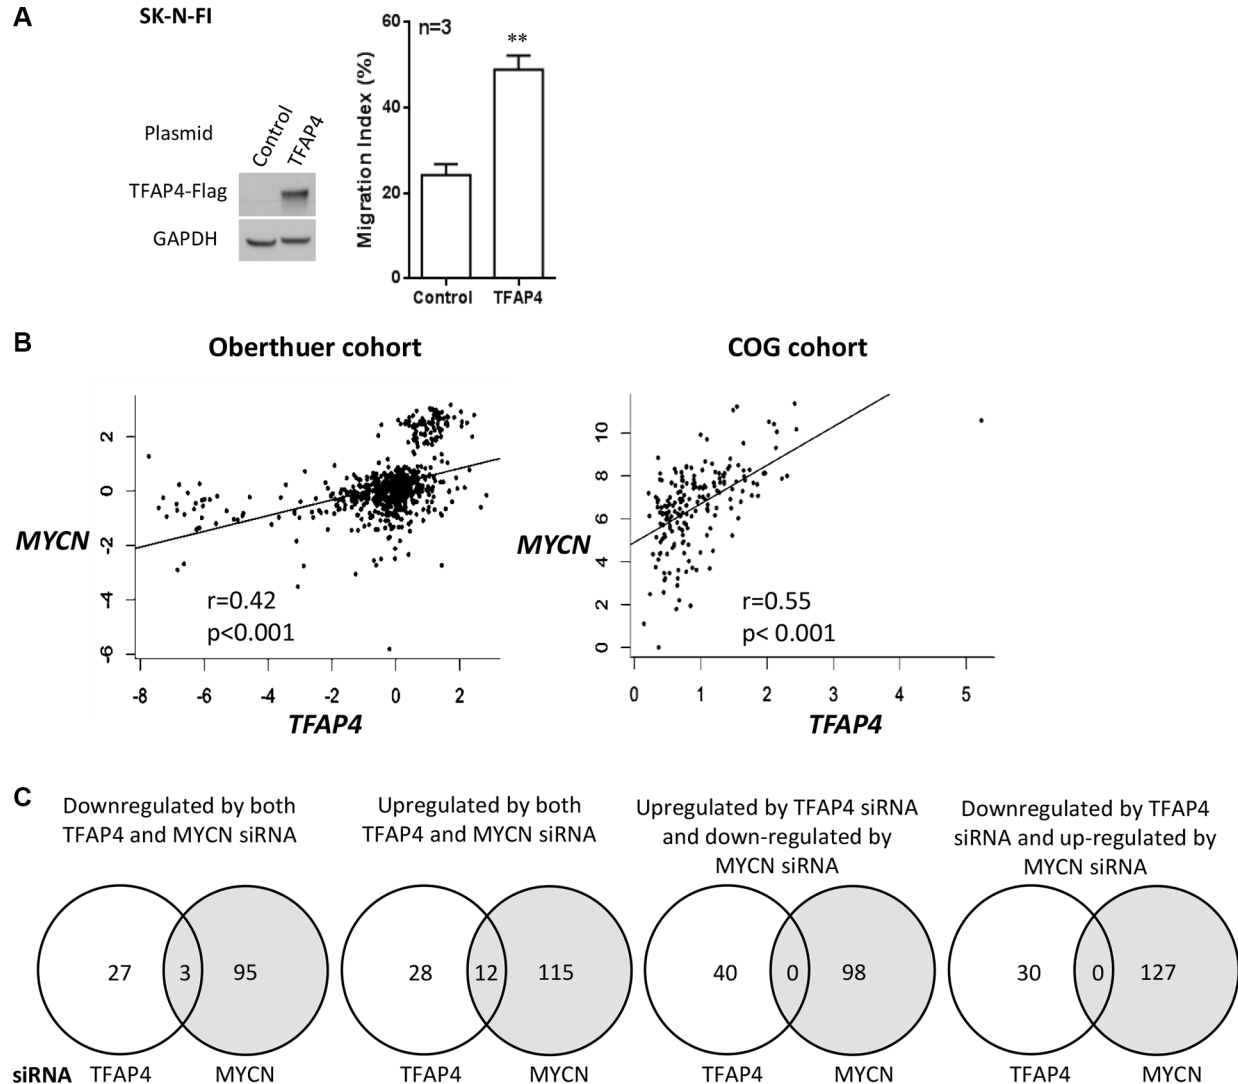

**Supplementary Figure S2: (A) Overexpression of *TFAP4* in *MYCN*-non-amplified neuroblastoma SK-N-FI cells increased migration.** Mean  $\pm$  SE ( $n = 3$ ).  $**P < 0.01$ . Western blot shows overexpression of TFAP4 protein. **(B)** *TFAP4* expression was positively correlated with *MYCN* expression in both Oberthuer cohort and COG cohort patients' datasets. **(C)** Microarray analyses of gene expression in BE(2)-C cells 30 hours after depletion of *MYCN* or *TFAP4*. Differential expression was defined by  $\geq 2$ -fold change when compared to control siRNA group. Common genes regulated by two *MYCN* siRNAs were compared with genes commonly regulated by two *TFAP4* siRNAs.

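In both arrays labelled TFAP4 siRNA, 19 genes were at least 2-fold lower and 31 at least 2-fold higher than in control CX. Of these genes, NCALD, a neuronal calcium sensor, had the lowest mean log2 change, -2.08 (standard error 0.89), with -1.29 for siRNA 1 and -2.87 for siRNA 2. SOWAHA was at -2.04 (standard error 0.88) and GPR158, an orphan G protein-coupled receptor, at -2.03 (standard error 0.15). FZD1, a receptor for Wnt ligands, was at -1.64 (standard error 0.17), and TWSG1, a secreted modulator of BMP signalling, at -1.58 (standard error 0.18). The highest of these genes were KPNA5, a nuclear import receptor, at 1.97 (standard error 0.16), and ZBTB20, a transcriptional repressor, at 1.92 (standard error 0.23). SETD7, a lysine methyltransferase, was at 1.60 (standard error 0.15) and NEDD4, a ubiquitin ligase, at 1.53 (standard error 0.18). Genes of the G1/S transition and DNA replication were lower as a group after TFAP4 siRNA, with a median of -0.23 (-0.05 for siRNA 1 and -0.31 for siRNA 2) and 15 of 31 lower in both arrays (camera adjusted p = 6.38e-04, and 0.841 with an estimated correlation). The value with an estimated correlation rests on too few arrays to decide whether the group changed. CCNE1, which encodes cyclin E, was at -0.46 and -0.91, and DTL, a component of a ubiquitin ligase that acts in S phase, at -0.44 and -0.73. The MYC target genes had a median of -0.01, with 15 of 50 lower and 8 higher in both arrays (adjusted p = 0.546).
Simulated groups without any change, each gene with its moderated spread, gave 18.6 lower genes on average (6 to 28) and 18.4 higher genes (10 to 28). The 19 lower genes do not exceed this simulation. It cannot show that they are chance, since its spreads include any difference between the 2 TFAP4 siRNAs. The 31 higher genes exceed this simulation but not another with spreads drawn at random, which gave 131 genes over both directions. No gene passed the limma test after TFAP4 siRNA, where the smallest adjusted p was 1 and 301 of 12701 genes had an unadjusted p under 0.05. The methods' t-test gave 490 genes at an unadjusted p under 0.05 and 0 after adjustment, and 0 of the G1/S genes passed when adjusted over the list alone. Without TFAP4 siRNA 1 the counts were 160 lower and 83 higher, and without TFAP4 siRNA 2 they were 353 lower and 68 higher.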

## A PRPS2

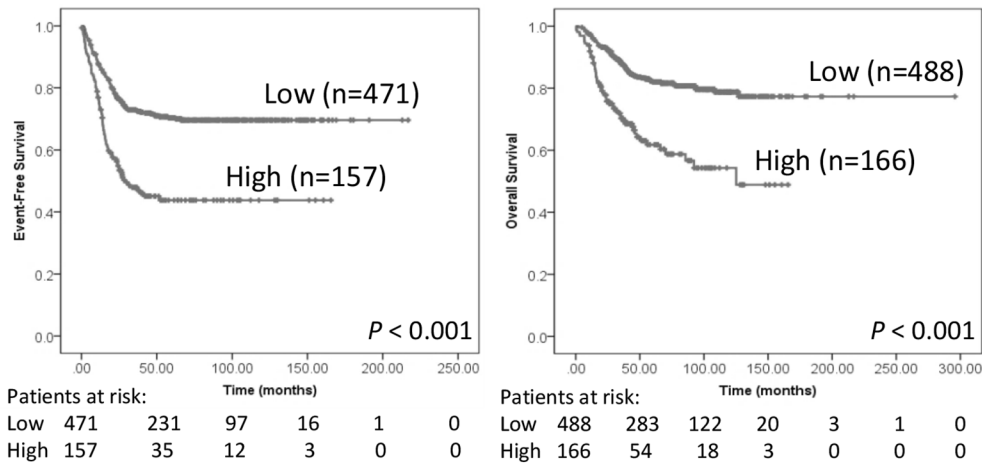

## B SDC1

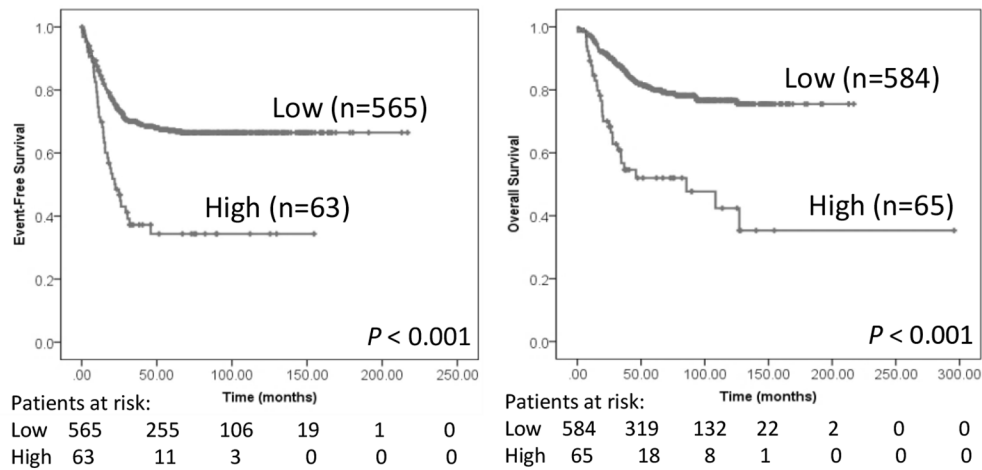

## C

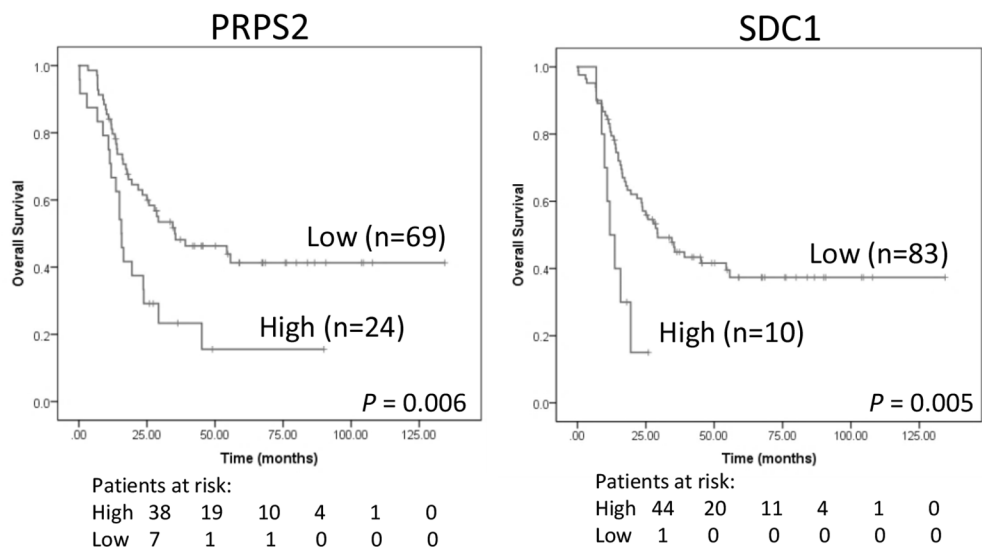

**Supplementary Figure S3: (A) Kaplan–Meier curves for EFS and OS for *PRPS2*, dichotomized around the upper quartile (Oberthuer cohort). EFS, Hazard ratio [HR] = 2.32, 95% confidence interval [CI] = 1.76–3.06;  $P < 0.001$ ) and OS, HR = 2.69, 95% CI = 1.92–3.76,  $P < 0.001$ . (B) Kaplan–Meier curves for EFS and OS for *SDC1*, dichotomized around the upper decile (Oberthuer cohort). EFS, HR = 2.46, 95% CI = 1.74–3.49,  $P < 0.001$ , and OS, HR = 3.4, 95% CI = 2.28–5.06,  $P < 0.001$ . (C) Prognostic significance in the subset of patients with *MYCN*-amplified tumors. Kaplan–Meier curves for OS for *PRPS2* and *SDC1*, dichotomized around the upper quartile and upper decile, respectively (Oberthuer cohort).**

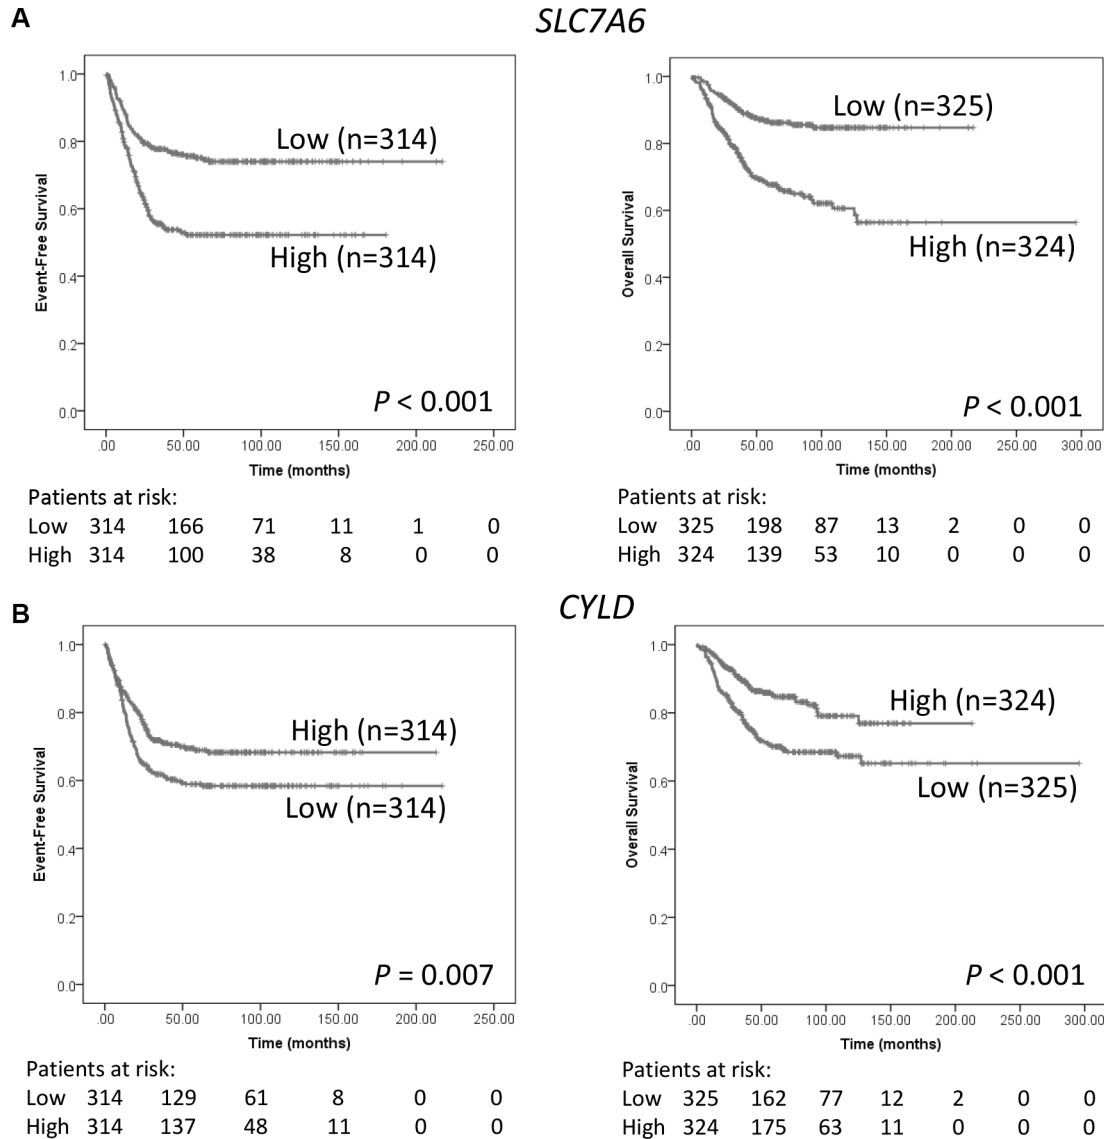

**Supplementary Figure S4: Prognostic values of *SLC7A6* and *CYLD* gene expression in 649 primary neuroblastomas (Oberthuer cohort) using median values as cut-off points. (A)** Kaplan–Meier curves for EFS and OS for *SLC7A6*. EFS, HR = 2.14, 95% CI = 1.63 to 2.83,  $P < 0.001$ ) and OS, HR = 2.87, 95% CI = 2.00 to 4.12,  $P < 0.001$ . **(B)** Kaplan–Meier curves for EFS and OS for *CYLD*. EFS, HR = 0.66, 95% CI = 0.51 to 0.87,  $P = 0.007$  and OS, HR = 0.51, 95% CI = 0.36 to 0.72,  $P < 0.001$ .

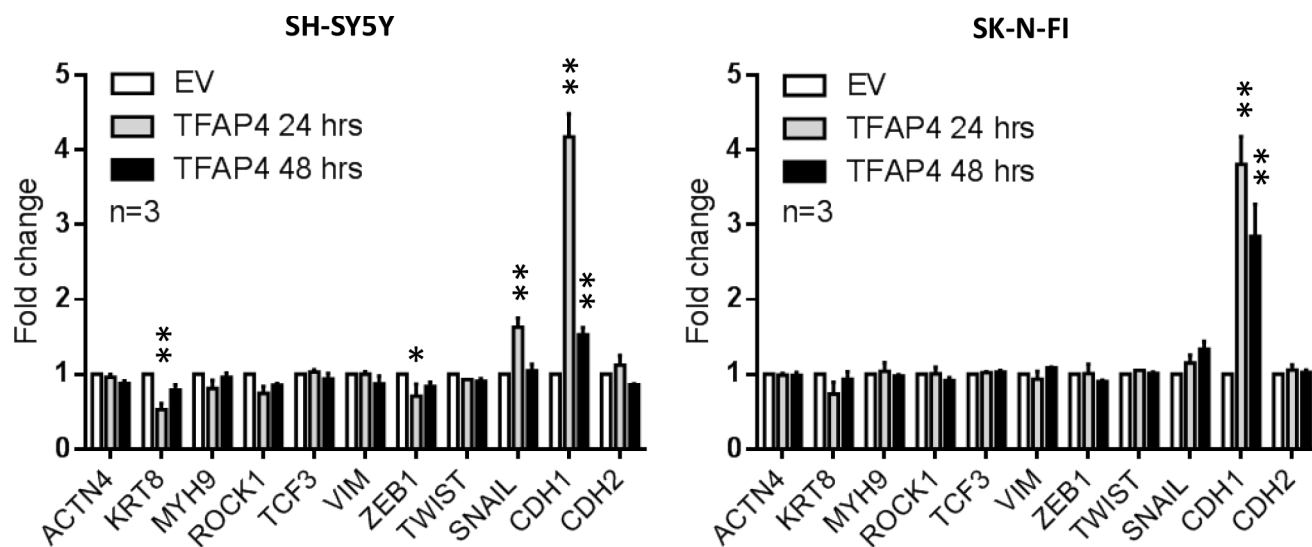

Supplementary Figure S5: qPCR analyses of *EMT*-associated gene expression 24 and 48 hours after transient overexpression of *TFAP4* or empty vector (EV) in neuroblastoma SH-SY5Y and SK-N-FI cells. \* $P < 0.05$ , \*\* $P < 0.01$ .

How the deposited data were processed for this re-analysis (not part of the article)

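BE(2)-C cells had been transfected for 30 h with a control siRNA, 2 siRNAs against MYCN or 2 against TFAP4, and total RNA was hybridised to 6 Affymetrix Human Genome U133 Plus 2.0 arrays, 2 per group. The authors deposited intensity values, 1 linear intensity per probe set and array for 54675 probe sets. The submitters' notes name MAS5 and the methods name R and Bioconductor; the version, the scaling target and any filter are not given in the sources used here. All 6 columns were used. The values were all positive and the logarithm to base 2 was taken without an added constant.

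The arrays fell into 2 scaling sets, control CX, TFAP4 siRNA 1 and 2 and MYCN siRNA 1 in the first and control TL and MYCN siRNA 2 in the second. Within a set the sorted log2 values differed by at most 0.129 and 0.0836, while the medians of the 2 sets lay 3.73 log2 units apart. Pearson correlations of the arrays were 0.985 to 0.993 within sets and 0.944 to 0.962 between them. The 75th percentile was 20.8, 19.6, 20.6 and 21.1 in control CX, TFAP4 siRNA 1 and 2 and MYCN siRNA 1, and 231 and 236 in control TL and MYCN siRNA 2. The 3' to 5' ratio of the ACTB control probe sets was 4.42, 4.94, 5.50 and 4.14 in the first set and 2.35 and 1.86 in the second. The comparisons, gene lists, rule for named genes and most alternatives were fixed before the data were examined, and those comparisons pooled both control arrays without a block. Once the values were seen, each siRNA array was instead compared with the control array of its set, and the original form was kept as an alternative.

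Of the probe sets, 41097 named 1 gene, 1801 named several genes and 11777 named none; the last 2 kinds were not used. Symbols were checked by Entrez identifier against a list of human RefSeq genes, which changed 0 symbols. Each of the resulting 19775 genes was represented by the probe set with the highest mean log2 value over the 6 arrays, and 12701 genes with a mean above the median of all probe sets' means were tested. Tests were made with limma 3.58.1 (lmFit and eBayes with a mean-variance trend) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fit for MYCN siRNA took all 6 arrays with the scaling set as a block. The fit for TFAP4 siRNA took the 4 arrays of the first set, and the direct comparison took the 4 log2 ratios of siRNA to control. Standard errors are those of the moderated fits, so those for MYCN siRNA include the spread between the 2 TFAP4 siRNAs. Fold changes are means of 2 ratios.

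A gene was counted as 2-fold changed when each of the 2 siRNA arrays was at least 2-fold from the control array of its set, without a filter. Overlaps and shares were tested with Fisher's exact test, two-sided, and set beside the overlap of independent lists and beside 100 simulations of unchanged groups with the same shared control arrays. In data simulated with known changes, the limma tests called 14.4%, 77.2%, 96.8% and 99.2% of genes changed by 1, 2, 4 and 6 log2 units after MYCN siRNA and 0.8%, 33.6%, 96% and 98.8% after TFAP4 siRNA, and 4.83% and 4.92% of unchanged genes had an unadjusted p under 0.05. In these data, where spreads were drawn at random from the fitted prior, the 2-fold rule picked 48.4 unchanged genes for MYCN siRNA and 131 for TFAP4 siRNA per simulation, the latter more than were counted in the arrays. The simulations of unchanged groups gave every gene its moderated spread and picked far fewer. How many of the 2-fold genes are chance thus depends on the assumed spreads. The t-test was made within the scaling sets. It had no spread to work with, and was left out, for 2 genes after MYCN siRNA and 207 after TFAP4 siRNA. Limits of depth on arrays are those of signal over background, and changes under 2-fold in single genes were mostly beyond reach with 2 arrays per group.

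Gene lists were tested with camera in limma with a preset correlation of 0.01 and again with an estimated correlation, adjusted over 21 lists and both targets. The arrays are too few to estimate the correlation well. The smallest adjusted p with it was 0.737, so the values with it cannot decide whether a list changed. The lists were the genes of Table 1 (3 lower and 12 higher), the EMT panel of the paper, MYC target genes, nucleotide synthesis, polyamine metabolism, amino acid transport, syndecans and glypicans, G1/S and DNA replication, G2/M and mitosis, inhibitors of cyclin-dependent kinases, p53 target genes, sympathoadrenal and neuronal markers, mesenchymal and Schwann cell markers, interferon response, unfolded protein response, cholesterol synthesis, glycolysis, NF-kappa-B target genes, cytosolic ribosomal proteins and RNA interference machinery. Of 402 list members, 366 were matched.

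The genes named in the text followed a rule. They were MYCN, TFAP4, MYC, MAX, CDKN1B and every gene of Table 1 and of the EMT panel, whose values in the paper count as seen; per target, the 10 genes with the largest rise and the 10 with the largest fall that passed the test or, since none passed, that met the 2-fold rule; from each list, up to 4 members that passed or, since none passed, the 2 members with the largest change; and every gene 2-fold changed after both knockdowns. Genes outside this rule are said to have been chosen after their values were seen.

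The alternatives were quantile normalization, median centring, 16 units added before the logarithm, the mean of a gene's probe sets, any probe set of a gene, no filter or a filter, eBayes without the trend, the methods' two-tailed Student's t-test, the mean of the 2 siRNA arrays, separate control arrays for the 2 targets, the replicate number as a block and each array left out in turn. Figures were drawn with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The RT-qPCR, protein and cell assays of the paper were not analysed here, and no genome coordinates were used.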

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

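The tests in this part were all chosen after the results were seen: the ratios of genes with control signals like MYC, the mesenchymal median, the MYC target median by array and the other MYCN probe sets.

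MYC, which the paper does not discuss on these arrays, stood out because its signal was higher in both arrays labelled MYCN siRNA than in control, at log2 ratios of 1.65 and 4.14 (mean 2.89, standard error 0.59, limma adjusted p = 0.184). Noise near the floor of the arrays is argued against, since of 724 genes with control signals within 0.5 log2 units of those of MYC in both sets, 0 had both ratios at 1.65 or more (0%); the control signals of MYC lay above 38.3% and 21.6% of genes only, so the ratios are not exact folds. RNA of mesenchymal-type cells cannot be told apart, since the mesenchymal and sympathoadrenal medians in MYCN siRNA 2 were 0.30 and 0.34 and neither list holds MYC. An effect of lower MYCN on MYC, which the design would produce, stays open and was not tested.

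The MYC target genes, at a median log2 change of -0.77, and the genes of G1/S and DNA replication, at -0.42, stood out as groups outside those the paper discusses on these arrays. They belong with a second pattern, the little changed signal of MYCN in the arrays labelled MYCN siRNA. Control RNA under these labels is argued against, since the MYC target genes had medians of -0.37 and -1.01 and upper quartiles of -0.19 and -0.62. The brightest MYCN probe set ranked 91 to 161 from the brightest and lay at 3844 in control CX and 18828 in control TL, where the highest signals were 8398 and 34940. Saturation of that probe set cannot be told apart, since a level below that of other probe sets does not decide it. The 3 other MYCN probe sets above the filter are dim and do not decide it either. They had mean changes from -0.58 to 0.04 with a median of -0.0253, the lowest being at -0.58 in both arrays. A transcript that is still detected at 30 h while less protein is made was not tested.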

How the results depend on the processing

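Pooled controls on the values as deposited were the original form, fixed before the data were examined and later kept as an alternative. Averaged controls or 2-fold against both controls after quantile normalization, and the set block for TFAP4 siRNA, were chosen after the values were seen. All limma counts of genes past an adjusted p of 0.05 stayed 0, also with the replicate block (0 of 12701 genes, with 1751 at an unadjusted p under 0.05), where deviations of same-numbered siRNAs correlated at 0.0520; the t-test at an unadjusted p under 0.05 gave 929, 490 and 994 genes for MYCN, TFAP4 and their difference. The correlation kept between 0.106 and 0.198 and the largest EMT panel change between -1.01 and -0.83. Of 356 values of named genes under another scaling, constant or probe set rule, 287 kept within their spread and 69 moved. Of these values, 0 were labelled reversed, a label that does not cover a change of sign within the spread. In the order MYCN lower and higher, TFAP4 lower and higher, shared lower and higher, the 2-fold counts were 22, 33, 4, 13, 0 and 3 with 16 units added, which by construction shrinks changes of dim genes, and more so in the first set, whose scale is lower. They were 39 and 55 for MYCN, 16 for TFAP4 higher and 3 for shared higher with the mean of a gene's probe sets; 3 and 14 shared with any probe set; and 230, 232, 121, 48, 9 and 20, with 3 in opposite directions (APLNR, CHST11 and KDELR3, named after their values were seen), with the mean of the 2 arrays, a looser rule. Separate control arrays for the 2 targets, which also leave MYCN siRNA 2 as the only MYCN siRNA array, gave 2 and 16 shared, the same as leaving out MYCN siRNA 1, so the effects of the 2 choices cannot be told apart. The share difference was 9.43 points after quantile normalization, 8.14 with any probe set and 2.74 with separate control arrays. For the other moves the cause was not tested.

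Pooling both control arrays on the values as deposited gave 11 and 1 for MYCN, 18463 and 1 for TFAP4, 5 and 0 shared, a share difference of -45.5 points and an EMT panel change of -2.63, because a control mean over 2 scales lies between them. Quantile normalization of all 6 arrays with averaged controls gave 79 and 133 for TFAP4 and 5 shared lower. Asking for 2-fold against both controls gave 41 and 47 for MYCN, 8 for TFAP4 lower and 5 shared higher. TFAP4 siRNA against control TL and the rule against both controls on the values as deposited were not run, since they cross the scaling sets. With the set as a block over all 6 arrays TFAP4 siRNA gave 0 genes (566 at an unadjusted p under 0.05).

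With 1 array left out, where a lone array stands for its group and is assumed to vary like the others, the ranges were 62 to 520 and 96 to 512 for MYCN (517 and 512 without control CX, 520 and 511 without MYCN siRNA 1, 293 and 188 without control TL, 296 and 185 without MYCN siRNA 2), 19 to 353 and 31 to 83 for TFAP4 (160 and 83 without TFAP4 siRNA 1, 353 and 68 without TFAP4 siRNA 2), 2 to 7 and 12 to 16 shared, 0 to 5 in opposite directions, 1.39 to 10.2 points for the shares and 0.0663 to 0.247 for the correlation. Without control CX no TFAP4 value exists.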

Differences from the paper's values

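The alternatives named here were set before the data were examined, apart from those said to have been chosen after the values were seen. The paper counts 98 genes lower by 2-fold after MYCN siRNA (0.49%), against 63 (0.319%) here. Counting any probe set brings the count and its percentage within 1.5 times the paper's, at 85 (0.430%), and the percentage is also within it over the genes above the filter alone (0.496%). The other scalings, the added constant, the mean of a gene's probe sets, the mean of the 2 arrays and each array left out do not. Quantile normalization of all 6 arrays with averaged controls, chosen after the values were seen, gave 75 genes and drops 2 of the paper's 3 shared lower genes (PRPS2 and SLC7A6) and 4 of its 12 shared higher genes (C19orf12, COPS8, FMR1 and THAP9-AS1).

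The paper counts 3 genes lower after both knockdowns, 3.06% of the lower genes, against 1 and 1.59% here. The count is within 1.5 times with any probe set (3), without TFAP4 siRNA 1 (4), without control TL (3), without MYCN siRNA 1 (2), without MYCN siRNA 2 (3) and with separate control arrays, which leaves out MYCN siRNA 1 as well (2), and not under the others. The percentage is within it with the mean of a gene's probe sets (2.56%), any probe set (3.53%) and the mean of the 2 arrays (3.91%), and not under the others. The rule of 2-fold against both controls after quantile normalization, chosen after the values were seen, gave 2.44% and drops PRPS2 and SLC7A6 too. For TFAP4 siRNA the paper shows about 30 lower genes in Supplementary Figure S2C, read by eye, against 19 here. Any probe set gave 27, and no other alternative came within 1.5 times.

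The paper lists PRPS2 and SLC7A6 as lower after both knockdowns and C19orf12, COPS8 and MFSD6 as higher after both. Here PRPS2 was at -0.93 with MYCN siRNA 2, SLC7A6 at -0.74 and MFSD6 at 0.95 with TFAP4 siRNA 1, each short of 2-fold in that array alone, C19orf12 was below 2-fold in 3 arrays and COPS8 was near 0 on its brightest probe set. Counting any probe set called all 15 genes of Table 1, with CPEB3 and SEC11C besides. MFSD6 was also called without TFAP4 siRNA 1, SLC7A6 without TFAP4 siRNA 1 and PRPS2 without control TL or MYCN siRNA 2. With the mean of the 2 arrays, a looser rule, PRPS2, SLC7A6 and MFSD6 were called too, and C19orf12 and COPS8 were not. The paper states that no gene of the EMT panel passed its fold limit after TFAP4 siRNA. Here ZEB1 was 2.02-fold lower on average and passed 1.5-fold with TFAP4 siRNA 1 alone, and the other 10 genes of the panel did not pass on average. The paper gives Student's t-test for molecular and cellular assays in general and no test for the arrays in particular, and its 2-fold rule does not say how 2 controls were combined.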

Other observations

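The tests of the control array, of the control siRNA and of single probe sets in this part were chosen after the results were seen.

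Members of further gene lists had these values in the arrays labelled MYCN siRNA, none of them past the test over all genes. SLC7A5, an amino acid transporter that works with the glycoprotein SLC3A2, was at log2 ratios of -1.11 and -1.80, and GPC6, a glypican, at -0.89 and -1.99. ODC1, the first enzyme of polyamine synthesis and a MYC target, was at -0.64 and -0.98. Its standard error of 0.90 includes the spread between TFAP4 siRNA 1 and 2, where ODC1 was at 0.24 and -2.64. IRF9, a transcription factor of the interferon response, was at 1.56 and 2.15, and IER3, a stress-induced survival gene, at 1.07 and 1.09. PFKM, a muscle-type phosphofructokinase, was at -1.99 and -0.41. ATF3, a stress-induced transcription factor, was at 0.71 and 1.39, and AGO1, a component of RNA interference, at -1.94 and -0.69. ECE2, an endothelin-converting enzyme in none of the lists, was at -2.14 and -2.32. None of these lists passed as a group, with camera adjusted p = 0.365 for the EMT panel, 0.536 for polyamine metabolism, 0.160 for amino acid transport, 0.924 for syndecans and glypicans, 0.645 for p53 target genes, 0.114 for interferon response, 0.924 for the unfolded protein response, 0.928 for cholesterol synthesis, 0.371 for glycolysis, 0.441 for NF-kappa-B target genes and 0.536 for RNA interference machinery. The Table 1 genes, chosen on these arrays, had adjusted p = 1.03e-03 (lower) and 2.24e-11 (higher), and 0.804 and 0.737 with an estimated correlation. Adjusted over each list alone, 3 amino acid transporters were lower and 1 higher, 2 syndecans or glypicans were lower and 1 higher, 2 glycolysis genes were lower, 2 NF-kappa-B target genes and 1 interferon gene were higher, and the remaining lists had 0.

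In the arrays labelled TFAP4 siRNA the sympathoadrenal markers PHOX2A, a transcription factor of noradrenergic neurons, and DBH had mean log2 changes of -0.55 (standard error 0.14) and -0.60 (standard error 0.25). ERBB3, a receptor of Schwann cells, was at -1.24 and -0.49, SLC7A11, a cystine transporter, at 1.34 and 0.74, and TP53INP1 at 0.48 and 3.67. The mitotic cyclin gene CCNB1 was at 0.54 and 0.35. None of the other lists passed after TFAP4 siRNA, with camera adjusted p = 0.257 for nucleotide synthesis, 0.928 for polyamine metabolism, 0.371 for amino acid transport, 0.675 for syndecans and glypicans, 0.492 for G2/M and mitosis, 0.536 for inhibitors of cyclin-dependent kinases, 0.164 for p53 target genes, 0.371 for sympathoadrenal markers, 0.840 for mesenchymal markers, 0.675 for interferon response, 0.291 for the unfolded protein response, 0.928 for cholesterol synthesis, 0.840 for glycolysis, 0.928 for NF-kappa-B target genes, 0.546 for ribosomal proteins and 0.928 for RNA interference machinery. The Table 1 genes, chosen on these arrays, had adjusted p = 6.38e-04 (lower) and 1.78e-13 (higher), each 0.804 with an estimated correlation. Adjusted over each list alone, 1 gene of syndecans and glypicans (SDC1) was lower and the remaining lists had 0.

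The genes higher in all 4 siRNA arrays form another pattern. Chance values of control CX, which the TFAP4 siRNAs and MYCN siRNA 1 share, are argued against: the 31 genes 2-fold higher after TFAP4 siRNA had a median log2 ratio of 1.01 in MYCN siRNA 2 against control TL (quartiles 0.57 and 1.29, with 27 above 0), where all genes had 0.013 and the 19 lower genes 0.14. Signals of single probe sets are argued against for 8 of the 9 genes. Without each gene's most raised probe set, the remaining probe sets above the filter had a median of 0.77 (lower quartile 0.60) over these 8 genes, all 8 above 0.5. THAP9-AS1 has 1 probe set only, so for it this was not tested. Of the 5 genes called with any probe set only, the same values were 1.24 for MFSD6, 0.79 for C19orf12 and 0.66 for CPEB3, but 0.10 for COPS8 and -0.0654 for SEC11C. The calls of COPS8 and SEC11C thus rest on 1 probe set each, and whether its signal is that of the gene was not tested. By qPCR the paper found COPS8 unchanged after MYCN depletion and matching its arrays after TFAP4 depletion. An effect of the control siRNA itself cannot be told apart from joint regulation, since the 9 genes differed between the 2 knockdowns by a median of -0.0198 and none of the 6 arrays is from cells without siRNA. Joint regulation by MYCN and TFAP4, which the paper proposes, stays open.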
